# Developmental origin of oligodendrocytes determines their function in the adult brain

**DOI:** 10.1038/s41593-024-01666-8

**Published:** 2024-06-07

**Authors:** Sarah Foerster, Elisa M. Floriddia, David van Bruggen, Petra Kukanja, Bastien Hervé, Shangli Cheng, Eosu Kim, Benjamin U. Phillips, Christopher J. Heath, Richa B. Tripathi, Cody Call, Theresa Bartels, Katherine Ridley, Björn Neumann, Laura López-Cruz, Abbe H. Crawford, Cian J. Lynch, Manuel Serrano, Lisa Saksida, David H. Rowitch, Wiebke Möbius, Klaus-Armin Nave, Matthew N. Rasband, Dwight E. Bergles, Nicoletta Kessaris, William D. Richardson, Timothy J. Bussey, Chao Zhao, Gonçalo Castelo-Branco, Robin J. M. Franklin

**Keywords:** Stem cells, Differentiation

## Abstract

In the mouse embryonic forebrain, developmentally distinct oligodendrocyte progenitor cell populations and their progeny, oligodendrocytes, emerge from three distinct regions in a spatiotemporal gradient from ventral to dorsal. However, the functional importance of this oligodendrocyte developmental heterogeneity is unknown. Using a genetic strategy to ablate dorsally derived oligodendrocyte lineage cells (OLCs), we show here that the areas in which dorsally derived OLCs normally reside in the adult central nervous system become populated and myelinated by OLCs of ventral origin. These ectopic oligodendrocytes (eOLs) have a distinctive gene expression profile as well as subtle myelination abnormalities. The failure of eOLs to fully assume the role of the original dorsally derived cells results in locomotor and cognitive deficits in the adult animal. This study reveals the importance of developmental heterogeneity within the oligodendrocyte lineage and its importance for homeostatic brain function.

## Abstract (web summary)

Here the authors show that ventrally derived oligodendrocytes (OLs) can myelinate areas usually populated by dorsally derived OLs but cannot functionally compensate, as animals populated only by ventrally derived OLs show locomotor and cognitive deficits.

## Main

Oligodendrocytes (OLs) are the myelin sheath-forming cells of the central nervous system responsible for saltatory action potential propagation^1–3^, neurotransmitter secretion^4^ and providing lactate to axons for aerobic ATP production^5,6^. In recent years, OLs have emerged as central players in the functional plasticity of the adult central nervous system, contributing, for example, to the acquisition of new complex motor skills^7,8^, the improvement of memory function^9–11^ and behavior after social isolation^12^. OLs have different developmental origins^13^. In the mouse embryonic forebrain, developmentally distinct oligodendrocyte progenitor cell (OPC) populations emerge from three distinct regions in a spatiotemporal gradient from ventral to dorsal. An early population of OPCs arises from the ventral medial ganglionic eminence and anterior entopeduncular (MGE-AEP) area at embryonic day (E) 12.5, whereas, at E15.5, a second population of OPCs arises from the lateral and caudal ganglionic eminences (LGE-CGEs)^13^. Subsequently, a third OPC population, generated dorsally from cortical progenitors, populates the entire cerebral cortex but not the ventral telencephalon^13^. The earliest-formed OPCs exhibit a unidirectional contact repulsion on interneurons, thereby guiding interneurons away from the vasculature and allowing their migration to the cortical layers^14^. However, the number of first-wave OPCs is substantially decreased during postnatal development^13^, with the result that the adult brain is populated by OPCs mostly from the second and third waves. Ventrally derived and dorsally derived OPCs have indistinguishable electrical properties^15,16^. However, the origin of OPCs determines their regenerative potential^17^. Although it is well established that specific functional roles of neurons and astrocytes are closely related to their developmental origins^18–22^, it is unclear whether OL ontogeny also relates to function.

## Results

### Loss of dorsal OLCs is compensated by ectopic ventral OLCs

To address whether this developmental heterogeneity in both time and space has functional implications for OLs, we used dual reporter mice (*Sox10-eGFP-tdTom*)^15^ in which OPCs and their OL progeny are labeled according to their developmental origin. To trace OPCs derived from the dorsal forebrain, we used an *Emx1-Cre* mouse line to activate tdTom, whereas OPCs from the ventral forebrain express eGFP^13^. At postnatal day (P) 3 in the cortex of control mice, approximately 70% of OPCs are dorsally derived (dOPCs), which reaches more than 90% at P7 and remains at this level throughout adulthood (Fig. 1a,b,e).

**Fig. 1:**
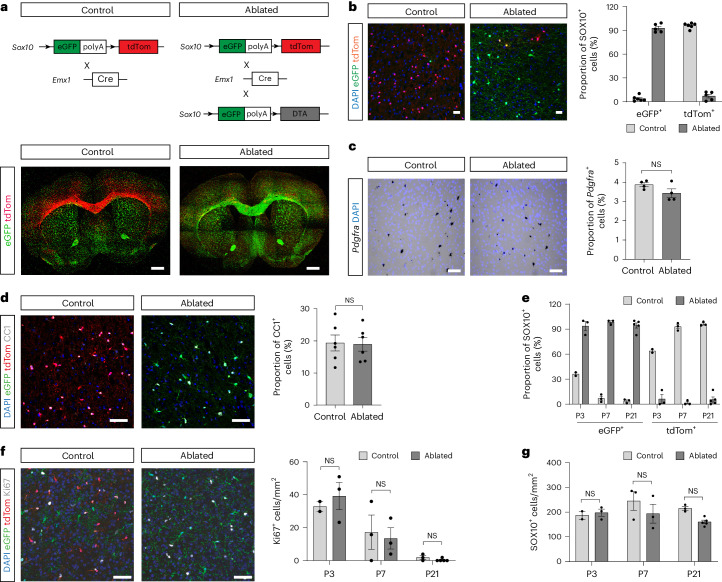
Genetic ablation of dOPCs can be fully restored by cells from ventral origin. **a**, Schematic strategy for genetic fate mapping and ablation of dOLCs. Low-power images showing distribution of dorsally derived tdTom^+^ and ventrally derived eGFP^+^ cells in control (left) and ablated (right) adult mouse forebrain (images were tiled). **b**, Images and quantification of SOX10^+^ OLCs of both dorsal and ventral origin in cerebral cortex from control and ablated adult animals showing the extent of ablation of dOLCs and replacement by vOLCs. P90: control: *n* = 6; ablated: *n* = 5. **c**,**d**, OLC ablation does not alter numbers of *Pdgfra*^*+*^ OPCs (**c**) and mature CC1^+^ OLs (**d**) in adult cortex (all layers). P90: *n* = 4, *P* = 0.904 (**c**); *n* = 6, *P* = 0.126 (**d**), unpaired *t*-test (two-sided). **e**, Relative proportions of SOX10^+^ OLCs that are tdTom^+^ or eGFP^+^ in control and ablated animals. P3, P7 and P21: P3: control: *n* = 2, ablated: *n* = 3; P7: *n* = 3; P21: control: *n* = 3, ablated: *n* = 5. **f**, Images and quantification of Ki67^+^ proliferating cells in cerebral cortex. P3, P7 and P21: *n* = 3, except P3 control: *n* = 2 and P21 ablated: *n* = 5, *P* > 0.05, two-way ANOVA. **g**, Ablation does not result in changes to the overall densities of SOX10^+^ OLCs during developmental myelination. P3, P7 and P21: *n* = 3, except P3 control: *n* = 2, *P* > 0.05, two-way ANOVA. All data are shown as mean ± s.e.m. Scale bars, 50 μm. NS, not significant.

dOPCs were specifically ablated by crossing *Emx1-Cre*/*Sox10-eGFP-tdTom* double transgenic mice with a transgenic line (*Sox10-DTA*) expressing diphtheria toxin fragment A (DTA) in OLCs (Fig. 1a). In adult animals, we observed an ablation of 70–85% of dorsally derived oligodendrocyte lineage cells (dOLCs) in the cerebral cortex (Fig. 1b,e), corpus callosum (CC) (Extended Data Fig. 1a) and striatum (Extended Data Fig. 1b). We undertook further analysis in the cerebral cortex. Whereas the tdTom^+^ dOLCs declined within the cerebral cortex in ablated mice compared to non-ablated controls, there was a relative increase in the number of eGFP^+^ cells of ventral origin: 90% of OLCs were eGFP^+^ at P3, a percentage that remained stable at P7 and P21 (Fig. 1b,e). We termed these eGFP^+^ cells that are abundant in areas normally predominantly occupied by tdTom^+^ dorsally derived cells as ectopic oligodendrocyte lineage cells (eOLCs). Despite the substantial shift in the proportion of eGFP^+^ and tdTom^+^ cells toward eGFP^+^ cells of ventral origin, we found no change in the overall number of *Pdgfra*^+^ OPCs (Fig. 1c) and CC1^+^ OLs (Fig. 1d) in the cerebral cortex in adult animals. The ablation of dOLCs was not accompanied by a change in proliferative response in eOPCs (Fig. 1f), which, together with the maintenance of a normal OL density (Fig. 1g), suggests that ventral OL cells have already populated the developing cortex in sufficient numbers before birth, a conclusion supported by data reported by Kessaris et al.^13^. Thus, numbers of OLCs are sustained after dOLC ablation by the persistence of OLCs of ventral origin.

### eOLs in dorsal forebrain exhibit subtle myelination changes

We next assessed myelination in the CC and cerebral cortex in control and ablated animals. In the CC, we found a subtle and transient increase in the G-ratio (the ratio between the inner axon radius and the outer myelinated axon radius) in the ablated animals at P13 and P21, but not at P40, indicating that eOLs formed slightly thinner myelin sheaths (Fig. 2a). In contrast, in deep cortical layers of ablated animals, although there was no difference in G-ratios at P21, there were higher G-ratios associated with smaller-diameter axons at P40 and P90 (Fig. 2b,c). Using immuno-electron microscopy to detect the fluorescent marker proteins tdTom and eGFP, we found no difference in the compaction of myelin sheaths made by cells of either dorsal or ventral origin in adult animals (Fig. 2d). The overall level of myelination assessed by MBP immunohistochemistry staining in neocortical layers 5–6 also remained unchanged at P90 (Fig. 2e). Spectral confocal reflectance (SCoRe) imaging of cortical layer 1 showed no difference in the measured length of myelinated axons present within the sample fields or total amount of myelin (myelin volume fraction) within a unit area between control and ablated animals (Fig. 2f). However, we did observe an increase in average internodal length in adult ablated animals (Fig. 2f). Using super-resolution microscopy, we found no difference in nodal length between control and ablated animals. Nevertheless, a decrease in paranodal length was detected in adult ablated animals (Fig. 2g), an expected finding given the observation that a proportion of axons in these animals exhibit thinner myelin sheaths^23^. Immunostaining for Ankyrin G showed that axon initial segments of neocortical pyramidal neurons were unaltered between control and ablated adult animals (Fig. 2h). Thus, ventrally derived OPCs (vOPCs) did not entirely compensate for the lack of dOPCs, forming an ectopic population of neocortical eOLs with subtle myelination differences from the myelination pattern mediated by OLs of dorsal origin (Figs. 1 and 2).

**Fig. 2:**
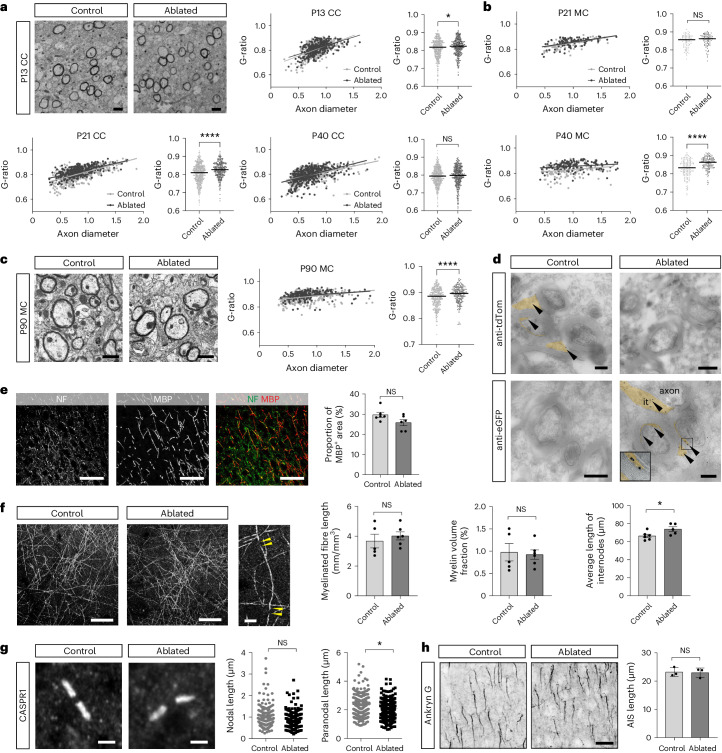
Myelination by eOLC-derived OLs exhibits a minor spatially and temporally restricted reduction in sheath thickness. **a**, Quantitative analysis of G-ratio of myelinated axons in the CC of control and ablated mice. Electron microscopy images are of similar areas of CC at P13. P13, P21 and P40, *n* = biological replicates, *N* = number of axons. P13: control: *n* = 5, *N* = 498, ablated: *n* = 3, *N* = 330, *P* = 0.0419; P21: control: *n* = 4, *N* = 560, ablated, *n* = 3, *N* = 342, *P* < 0.0001; P40: control: *n* = 4, *N* = 553, ablated: *n* = 3, *N* = 421, *P* = 0.1315. Mann–Whitney test. **b**, G-ratios of axons in motor cortex (MC) layers 5–6. P21 and P40. P21: control: *n* = 3, *N* = 91, ablated: *n* = 3, *N* = 92, *P* = 0.195; P40: control: *n* = 4, *N* = 152, ablated: *n* = 3, *N* = 139, *P* < 0.0001. Mann–Whitney test. **c**, G-ratios in MC layers 5–6 in mice. P90: control: *n* = 4, *N* = 385, ablated: *n* = 3, *N* = 195, *P* < 0.0001. Mann–Whitney test. **d**, Immunogold electron microscopy on cryosections for eGFP and tdTom in control and ablated mice. Arrowheads, myelinated axon; it, inner tongue; ot, outer tongue; orange, OL. P90: *n* = 1. **e**, MBP and NF staining in the MC layers 5–6 in control and ablated animals. P90: *n* = 6, *P* = 0.0741, unpaired *t*-test (two-sided). **f**, SCoRe microscopy of the cerebral cortex layer 1 in control and ablated mice. Arrowhead = node of Ranvier. P90: for myelin fiber lengths and volume fraction: control: *n* = 6; ablated: *n* = 5, *P* = 0.537 and *P* = 0.823, respectively, for average internode lengths: *n* = biological replicates, *N* = number of internodes; control: *n* = 6, *N* = 294, ablated: *n* = 5, *N* = 248, *P* = 0.037, Mann–Whitney test. **g**, Super-resolution microscopy images of CASPR1^+^ paranodes of myelinated axons in the cortex in control and ablated animals. P90: *n* = biological replicates, *N* = number of nodes and paranodes; nodes: *n* = 3, control: *N* = 208, ablated: *N* = 171, *P* = 0.139, unpaired *t*-test (two-sided); paranodes: *n* = 3, control: *N* = 463, ablated: *N* = 406, *P* < 0.0001, unpaired *t*-test (two-sided). **h**, Quantification of Ankyrin G^+^ axon initial segments (AIS) length in the pyramidal neurons in the MC in control and ablated mice. P90: *n* = biological replicates, *N* = number of AIS, control: *n* = 3, *N* = 130, ablated: *n* = 3, *N* = 137, *P* = 0.624, Mann–Whitney test. The graphs in **e**–**h** show mean ± s.e.m. and are overlayed with individual data points. *P < 0.05; ****P < 0.001. Scale bars, 2 μm in **a** and **c**; 50 μm in **e**; 1 μm in **d**; 2 μm in **g**; and 20 μm in **f** and **h**. NS, not significant.

### eOL myelination of the dorsal forebrain leads to motor changes

To investigate whether these subtle myelin changes induce functional abnormalities or if eOLCs can still functionally compensate for dOLCs, we performed a series of locomotor tests because there was substantial replacement of dOLCs with eOLCs within the motor cortex. Mice with cortices populated by eOLCs (ablated mice) showed significant deficits in horizontal balancing beam walking (Fig. 3ai,ii and Supplementary Video 1), reduced stride width (gait test) (Fig. 3bi,ii) and impaired ability to coordinate fast movement (vertical beam test) (Fig. 3c). However, they showed no deficits in the rotarod (Extended Data Fig. 2a) and horizontal ladder (Extended Data Fig. 2bi,ii) tests and had typical vigilance (Extended Data Fig. 2c,d), muscle strength (Extended Data Fig. 2e) and touch sensation (Extended Data Fig. 2f). Because *Emx1*-Cre is specific to the forebrain, with only negligible numbers of SOX10^+^/tdTom^+^ OLCs in the cerebellum and spinal cord (Extended Data Fig. 3), we reasoned that the locomotor phenotype was due to cerebral cortical dysfunction.

**Fig. 3:**
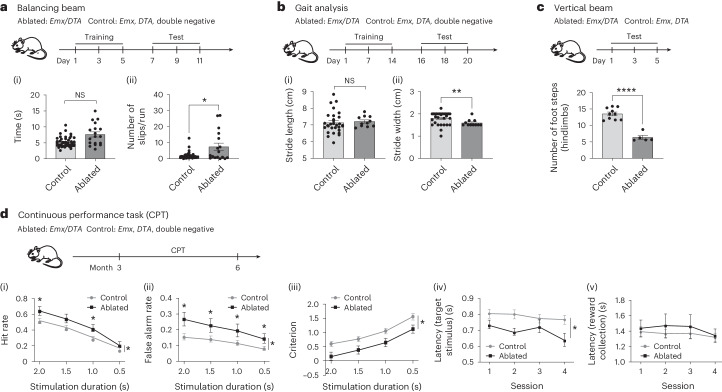
Ablation of dOPCs causes behavioral deficits. **a**, Balancing beam test: (i) beam traverse time: control: *n* = 42, ablated: *n* = 18, *P* = < 0.01, Mann–Whitney test; (ii) number of hindlimb slips per traverse: control: *n* = 40, ablated: *n* = 17, *P* = 0.05, Kolmogorov–Smirnov test. **b**, Gait analysis: control: *n* = 30, ablated: *n* = 11. (i) Average hind stride length: *P* = 0.71, unpaired *t*-test (two-sided); (ii) average hind stride width: *P* = 0.01, Mann–Whitney test. **c**, Vertical beam test: number of hindlimb steps: control: *n* = 10, ablated: *n* = 5, *P* = < 0.0001, Mann–Whitney test. **d**, rCPT: simulation duration is the time each stimulus (target or non-target) was shown to each mouse. (i) HR: mixed-effect model: main effect of genotype, *P* = 0.037; main effect of duration, *P* < 0.0001; genotype by duration interaction, *P* = 0.005; simple main effects of genotype at 2.0 s, 1.0 s and 0.5 s, *P* < 0.05. (ii) FAR: mixed-effect model: main effect of genotype, *P* = 0.023; main effect of duration, *P* < 0.0001; genotype by duration interaction, *P* = 0.003; simple main effects of genotype at each duration condition, *P* < 0.05. (iii) Criterion: mixed-effect model: main effect of genotype, *P* = 0.025; main effect of duration, *P* < 0.0001; genotype by duration interaction, *P* = 0.775; simple main effects of genotype at each duration condition, *P* < 0.05. (i–iii) Control: *n* = 27, ablated: *n* = 11. (iv) Response latency to ‘target’ stimulus: mixed-effect model: main effect of genotype, *P* = 0.033; main effect of session, *P* = 0.017; genotype by session interaction, *P* = 0.158. (v) Reward collection latency: mixed-effect model: main effect of genotype, *P* = 0.554; main effect of session, *P* = 0.340; genotype by session interaction, *P* = 0.862. (iv,v) Control: *n* = 27, ablated: *n* = 11. All data are mean ± s.e.m. Two cohorts of animals were used for the locomotor and cognitive testing, respectively. All locomotor tests were performed consecutively. Training of both cohorts started at P90. NS, not significant.

### eOL myelination of dorsal forebrain leads to cognitive changes

We then tested for cognitive changes in ablated mice using the rodent continuous performance task (rCPT), which assesses attention by requiring mice to discriminate visual ‘target’ and ‘non-target’ stimuli and respond only to the target^24^ (Fig. 3d). Ablated mice showed an increase in both hit rate (HR) (Fig. 3d(i)) and false alarm rate (FAR) (Fig. 3d(ii)), indicating a reduced criterion c (threshold for responding to ‘target’ or ‘non-target’ stimuli) (Fig. 3d(iii)) with normal d′ (perceptual discriminability between the ‘target’ and ‘non-target’ stimuli) (Extended Data Fig. 4b). The observed behavioral outcome (low c and normal d′) likely indicate impulsive responding in ablated mice, a conclusion supported by the observation that changes in criterion c were apparent only when mice were challenged with shortened stimulus durations (SDs). Changes in criterion c were not detected at baseline condition with longer and consistent SD (Extended Data Fig. 4a). The hypothesis that ablated mice show increased impulsivity was further supported by a decrease in response latency (Fig. 3d(iv)) with unaltered reward collection latency (Fig. 3d(v)), ruling out differences in locomotor speed. However, the difference in stimulus response between control and ablated animals could also result from the inability to discriminate shapes or perseveration. Thus, we next conducted tests of visual discrimination (Extended Data Fig. 4c) and reversal learning (Extended Data Fig. 4d,e), which ruled out any deficits in perceptual discrimination and perseveration of ablated mice. Finally, insensitivity to the absence of a reward as a potential cause of the indiscriminate responding was excluded by normal extinction learning (Extended Data Fig. 4f). Collectively, these data suggest that ablated mice exhibit an impulsive phenotype, suggesting impaired prefrontal inhibitory control. This pattern of behavior in the CPT task resembles that after a lesion to the anterior cingulate cortex (ACC) in mice^25^, suggesting that the ACC might be involved in controlling the impulsive phenotype observed in ablated mice.

### Ablation of dOLCs causes minor changes in a neuron subtype

To assess whether the functional deficits that we observed were due to ‘off-target’ effects on cells other than within the OL lineage that had been induced during the ablation process, we performed immunohistochemistry for OLCs, microglial and astrocyte markers (Fig. 4a–d) as well as western blot analysis for astrocyte markers (Extended Data Fig. 5). We did not detect changes in the number of OLCs, microglia or astrocytes at P0 and P90 (Fig. 4a–d and Extended Data Fig. 5). To further investigate the transcriptional landscapes of glial and neuronal populations upon ablation, we performed single-nucleus RNA sequencing (snRNA-seq) with barcoded antibodies^26^ on nuclei isolated from motor cortices at P0, capturing the developmental period when ablation of dOPCs is in progress. Nuclei from distinct samples and biological replicates were uniquely labeled with barcoded antibodies before sequencing to minimize potential batch effects and their impact on sample composition (Fig. 4e,f and Extended Data Fig. 6a,b). Despite the ongoing depletion of dOLCs, we did not detect any differences in proportions of most of the populations at this time point, as assessed by frequency analysis supported with scCODA^27^ (Extended Data Fig. 6c,d), nor in their patterns of gene expression, as assessed by perturbation analysis with MELD^28^ (Fig. 4g). We did not observe microglia in our dataset. However, we found a minor decrease in the proportion of *Ebf1*^+^ projection inhibitory interneurons (cluster Sl; Extended Data Fig. 6c,d). The difference in the number of *Ebf1*^+^ projection inhibitory interneurons was not replicated using RNAscope. RNAscope-based in situ hybridization analysis (Extended Data Fig. 7) indicated no difference in the overall number of excitatory and inhibitory neurons in the cerebral cortex at P0 and in adult animals (Extended Data Fig. 7a–d,f–h), *Ebf1*^+^ projection inhibitory interneurons at P0 (Extended Data Fig. 7e) or the number of motor neurons in adult animals (Extended Data Fig. 7i–k), suggesting that the minor differences detected by snRNA-seq might be due to differences in the regional dissection. Thus, we were unable to detect a significant effect of ablating dOLCs on other cell types and, therefore, concluded that the locomotor and cognitive phenotype were most likely caused by changes in OLCs alone.

**Fig. 4:**
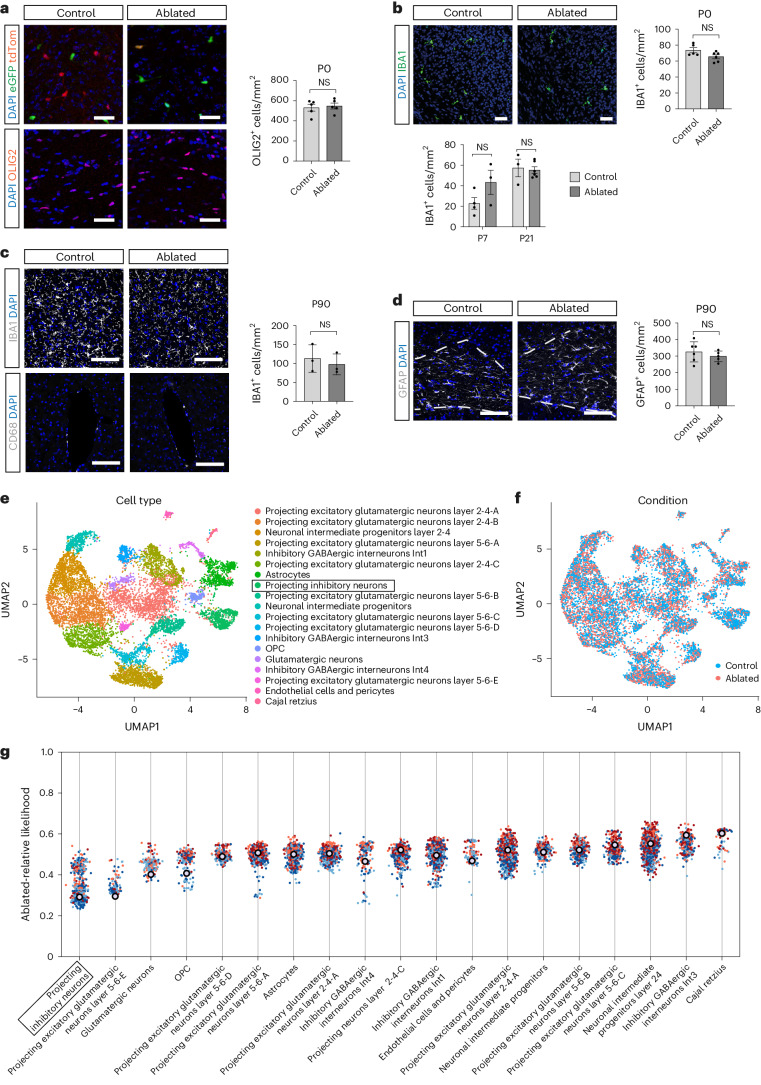
Ablation of dOLCs does not lead to significant alteration in composition of other cell types in the neocortex. **a**, Density of OLIG2^+^ OLCs in CC and cerebral cortex of control and ablated animals. P0: *n* = 5, *P* = 0.735, unpaired *t*-test (two-sided). **b**, Densities of IBA1^+^ microglia in cerebral cortex of control and ablated animals. P0: *n* = 5; P7: control: *n* = 4, ablated: *n* = 3; P21: control: *n* = 3, ablated: *n* = 5, *P* > 0.05, unpaired *t*-test (two-sided). **c**, Densities of IBA1^+^ microglia and CD68^+^ macrophages in cerebral cortex of control and ablated animals. P90: *n* = 3, *P* = 0.5864, unpaired *t*-test (two-sided). **d**, Densities of GFAP^+^ astrocytes in the CC of control and ablated animals. P90: control: *n* = 6, ablated: *n* = 5, *P* = 0.399, unpaired *t*-test. Data are shown as individual values and mean ± s.e.m. and compared by unpaired *t*-test, *P* > 0.05 in all analysis. Scale bars, 50 μm in **a** and **b** and 100 μm in **c** and **d**. **e**–**g**, snRNA-seq of motor cortex tissue dissected from control (*n* = 2) and ablated (*n* = 2) animals at P0 (equivalent to E19) (*N* = 11,052 nuclei). **e**,**f**, UMAPs depicting annotated clusters derived from control and ablated samples. **g**, MELD analysis showed no major transcriptomic changes upon ablation in any of the annotated clusters, apart from moderate differences detected within the population of projecting inhibitory neurons. NS, not significant; UMAP, uniform manifold approximation and projection.

### eOLs in dorsal forebrain are distinct from original OLs

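Droplet-based single-cell RNA sequencing was carried out on OLCs sorted by their reporter from adult mice at P90, with 1 library for each of 3 populations: control dOLCs (tdTomato-positive, control mice), control vOLCs (GFP-positive, control mice) and ectopic vOLCs (GFP-positive, ablated mice). The paper gives 4 control and 2 ablated mice, which the files do not tell apart, so that each condition rests on 1 library and no test between conditions was possible. The authors deposited UMI counts without normalization for 27998 genes, listed by symbol only, in 6192 barcodes of control dOLCs, 1039 of control vOLCs and 2850 of ectopic vOLCs, with their annotation of the cells they kept. The filter stated in the paper kept 5804, 925 and 2562 cells, 9291 in all, which are the cells of the authors' annotation. The kept cells held 23078181, 4846391 and 14293675 UMIs, with a median per cell of 3489.5 in control dOLCs, 5022 in control vOLCs and 5318.5 in ectopic vOLCs. The median number of genes per cell was 1561, 1960 and 1972, and the median share of mitochondrial counts was 6.43%, 6.64% and 5.82%. Cluster names were taken from the authors' annotation. UMIs were summed over the cells of a library and cell type and scaled to counts per 1000000 UMIs (CPM), and differences are given as log2 ratios of CPM. Intervals are 95% exact binomial (Clopper-Pearson) intervals that cover counting error only, not the spread between mice or libraries. Scrublet, run within each library, called 16 of the 9291 cells doublets, a share of 0.172%. Of these, 14 were in control vOLCs (1.51% of its cells), with 1 in each other library. Its automatic threshold was judged not to have worked, and no cell was removed as a doublet.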

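The share of mature cells in each subtype was taken over all cells of a library. MOL5/6 made up 65.1% (95% interval 63.8 to 66.3) of control dOLCs, 60.6% (57.4 to 63.8) of control vOLCs and 71.9% (70.1 to 73.6) of ectopic vOLCs. MOL1 made up 4.17%, 3.68% and 3.63% of the same libraries. MOL2 made up 12.6% (11.8 to 13.5) of control dOLCs, 20.0% (17.5 to 22.7) of control vOLCs and 8.63% (7.57 to 9.78) of ectopic vOLCs. OPCs, cycling cells included, made up 15.0%, 13.4% and 13.3%.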

To investigate whether the locomotor and cognitive deficits were due to a failure of the ectopic ventral oligodendrocyte lineage cells (vOLCs) to fully compensate for the dOLC populations that they replace, we performed single-cell RNA sequencing (scRNA-seq) of FACS-sorted SOX10^+^ OLCs from the adult neocortex (the predominant location of dOLCs and implicated in the behavioral tests) of control (*Emx/tdTom*) and ablated (*Emx/tdTom/DTA*) mice (Fig. 5 and Extended Data Figs. 8 and 9). dOPCs and vOPCs gave rise to all mature oligodendrocyte (MOL) subtypes with similar frequencies and mainly to MOL5 and MOL6 (MOL5/6) (Extended Data Fig. 8a–c), as previously identified^29,30^. However, cell clustering analysis revealed novel ablation-specific MOL5/6 subclusters (MOL5/6a and MOL5/6d) with different relative contributions based on their origin (Fig. 5a,b). 

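MOL5/6a held 333 of 5804 control dOLCs (5.74%, 5.15 to 6.37), 237 of 925 control vOLCs (25.6%, 22.8 to 28.6) and 900 of 2562 ectopic vOLCs (35.1%, 33.3 to 37.0). MOL5/6d held 9.80% (9.05 to 10.6) of control dOLCs, 3.78% (2.65 to 5.22) of control vOLCs and 32.7% (30.9 to 34.5) of ectopic vOLCs. Together the 2 subclusters took 15.5%, 29.4% and 67.8% of the 3 libraries. MOL5/6b held 33.5% of control dOLCs, 25.5% of control vOLCs and 1.64% of ectopic vOLCs, and MOL5/6c held 16.0%, 5.73% and 2.46%. Of the 1470 cells of MOL5/6a, 61.2% came from the ectopic library, as did 58.1% of the 1441 cells of MOL5/6d, while 87.5% of the 2225 cells of MOL5/6b came from control dOLCs. The setting that moved the ectopic share of MOL5/6a most was to leave OPCs and cycling OPCs out of the total, which gave 40.5%. A measure of doublets was chosen after the data were seen: cells with the highest 6% of doublet scores in their library. Pooled over the libraries, they made up 5.17% of MOL5/6a, 4.79% of MOL5/6d and 8.85% of MOL5/6b. In the ectopic library, leaving them out took MOL5/6a from 900 to 839 cells and MOL5/6d from 837 to 787, of 2562 and 2430. In control dOLCs it took MOL5/6a from 333 to 325 cells and MOL5/6b from 1947 to 1783.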

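In MOL5/6, summed counts covered 3777 control dOLCs with 14839551 UMIs, 561 control vOLCs with 2919924 and 1842 ectopic vOLCs with 10572805. A filter of at least 50 UMIs in both compared libraries together, and a UMI in at least 10% of the cells of one of them, left 5218 genes. All 35 genes that Supplementary Table 1 lists as lower in MOL5/6 were lower in ectopic vOLCs than in control dOLCs, with a median log2 ratio of −0.85. This median lay below those of 10000 random lists matched on expression, 95% of which fell between −0.03 and 0.15. The genes were chosen by the paper on these same cells, so their direction is not independent evidence. Against control vOLCs the median was −0.80, and control vOLCs differed from control dOLCs by a median of −0.11. Among the alternative settings, median of ratios size factors moved the list most, to −0.66, and raised the median of all genes by 0.19. The shift also followed transcript length. Across 5201 genes, which are not independent replicates, Spearman's rho between length and the log2 ratio was −0.52. With the median of genes of like length taken off, the list median was −0.50. The list was chosen by this contrast, so what remains does not show that length is only part of the cause. The 10 genes listed as higher had a median of 0.80. Abca2 fell by 0.93 on the log2 scale (interval −0.98 to −0.87) and Neat1 by 1.19 (−1.27 to −1.12).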

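Supplementary Table 2 lists 8 genes of the L1CAM interactions term for MOL5/6, and their median log2 ratio of ectopic vOLCs to control dOLCs was −0.46. The table lists the term's genes that the paper had called on these same cells, so the median is not independent evidence. Against control vOLCs it was −0.41, and between the 2 controls it was 0.01. Of the 8 genes, 5 were lower: Nfasc (−0.96), Dpysl2 (−0.86), Ncam1 (−0.59), Ank3 (−0.54) and Ank2 (−0.39). The other 3 were higher: Tubb3, Ap2a1 (0.55) and Actg1 (0.32). Without Tubb3 the median was −0.54. The genes of the fatty acid and sphingolipid terms are not listed in the table and were not analysed here. Among all genes past the filter that moved the same way against both controls, the lowest ratios of ectopic vOLCs to control dOLCs were those of Gm10260, Eya2, Dlk2 (−3.39), Erdr1 (−2.21) and Fam189a2 (−1.99). For Gm10260 (−5.58), the summed UMIs of this gene and the near-identical Rps18, which was chosen after its values were seen, had a log2 ratio of 0.02. The highest were those of Arhgap15 (4.01), Tubb3, RP23-407N2.2 (2.24), Npsr1 (1.71) and Nap1l3 (1.48).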

Differential gene expression with Wilcoxon rank-sum test indicated that eOLs in MOL5/6 have a distinct transcriptional profile compared to control dOLs, with decreased expression of genes involved in the L1CAM pathway, fatty acid metabolism and sphingolipid metabolism, among other biological processes (Fig. 5c,d, Extended Data Fig. 9a–e and Supplementary Tables 1 and 2). 

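MELD was not available, so the share of ectopic cells among the 30 nearest neighbours of each cell was taken in its place, after square root transformation of the scaled counts, 50 principal components and weighting of the 3 libraries to equal size. An even mix would give 33.3%. The mean share was 68.5% in MOL5/6d and 66.4% in MOL5/6a, the highest of the 11 clusters, 45.8% in MOL2b, 28.0% in OPCs and 6.68% in MOL5/6b. These shares largely follow the cells that each library gives to a cluster: with libraries weighted alike, ectopic cells made up 70.6% of MOL5/6d, 52.8% of MOL5/6a, 46.8% of MOL2b, 31.7% of OPCs and 2.70% of MOL5/6b. Thinning each cell to 1000 UMIs moved MOL5/6a most, to 54.8%, and the same 2 clusters took the highest ranks in every setting tried. Within a cell type, ectopic cells had more ectopic neighbours than control dOLCs had, by 76.0 percentage points in MOL5/6 and by 46.7 in OPCs.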

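Tubb3 had 111 UMIs in MOL5/6 of control dOLCs, 28 in control vOLCs and 1005 in ectopic vOLCs, or 7.48, 9.59 and 95.1 CPM. The log2 ratio of ectopic vOLCs to control dOLCs was 3.67 (3.38 to 3.96), and to control vOLCs 3.31. Within MOL5/6a it was 3.37 (2.58 to 4.29) and within MOL5/6d 3.32 (2.81 to 3.87), against 3.42 in OPCs, 4.28 in MOL2a and 3.97 in MOL1. Eya2 had 720, 143 and 15 UMIs, or 48.5, 49.0 and 1.42 CPM. Its log2 ratio was −5.10 (−5.94 to −4.36) against control dOLCs and −5.11 against control vOLCs, while the 2 controls differed by 0.01. It was −4.29 (−5.57 to −3.20) within MOL5/6a and −5.94 (−7.40 to −4.79) within MOL5/6d. No population among the sorted cells is known to lack either gene, so that the shares of cells with a UMI have no background to stand against and are not given.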

We also performed perturbation analysis with MELD^28^ and confirmed that MOL5/6a and MOL5/6d are most perturbed by ablation of the dorsal OPCs (Fig. 5e), with genes *Tubb3* being upregulated and *Eya2* being downregulated (Fig. 5f). 

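Tppp had 5192 UMIs in MOL5/6 of control dOLCs, 939 in control vOLCs and 1368 in ectopic vOLCs, or 350, 322 and 129 CPM. The log2 ratio of ectopic vOLCs was −1.44 (−1.52 to −1.35) against control dOLCs and −1.31 (−1.43 to −1.19) against control vOLCs, and control vOLCs differed from control dOLCs by −0.12 (−0.22 to −0.02). Within subclusters the ratio against control dOLCs was −0.97 in MOL5/6a, −1.36 in MOL5/6b, −0.70 in MOL5/6c and −0.83 in MOL5/6d. Over all oligodendrocytes it was −1.39 (−1.47 to −1.31).

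**Figure D1:**
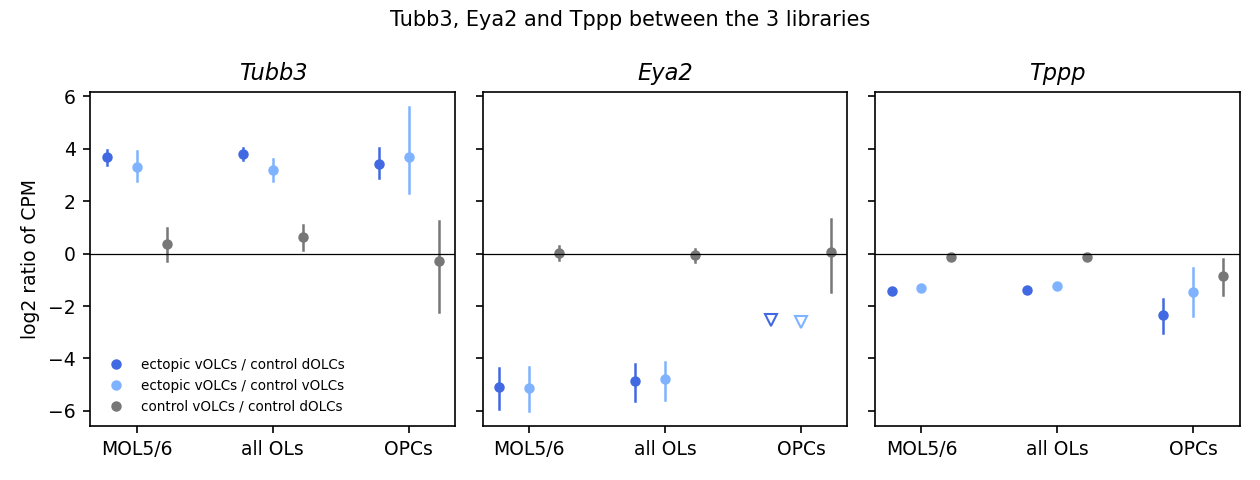
Log2 ratio of CPM (y axis) of Tubb3, Eya2 and Tppp in MOL5/6, all oligodendrocytes and OPCs (x axis). Values are given for each pair of the 3 libraries, with 95% counting intervals. Open triangles mark bounds where a library had 0 UMIs. Ectopic vOLCs lie at 3.67 for Tubb3, −5.10 for Eya2 and −1.44 for Tppp against control dOLCs in MOL5/6.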

Among the genes downregulated in eOLs in the scRNA-seq data was *Tppp*, whose ablation in OLs phenocopies the myelin deficits observed after dorsal OPC ablation, namely reduced myelin sheath length and thickness, without affecting overall sheath number^31^. qPCR and RNA fluorescence in situ hybridization (FISH) validation confirmed that *Tppp* is downregulated in OLs isolated from control and ablated animals (Extended Data Fig. 9f,g). In addition, there was decreased expression of genes involved in the modulation of post-translational protein modifications, responsiveness to growth factors and transport of macromolecules in eOPCs compared to control dOPCs (Extended Data Fig. 9h,i and Supplementary Tables 1 and 2). Thus, eOLCs acquired transcriptional profiles distinct from the normal dOLCs that they replace, causing subtle myelination changes, which may explain the ablation-associated locomotor and cognitive changes.

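Among OPCs, 853 control dOLCs with 2625452 UMIs, 121 control vOLCs with 394731 and 330 ectopic vOLCs with 1202197 were compared over 6110 genes. All 47 genes that Supplementary Table 1 lists as lower in eOPCs were lower than in control dOPCs, with a median log2 ratio of −1.01. The paper chose these genes too on these same cells, so their direction is not independent evidence. Against control vOPCs, 36 of the 47 were lower and the median was −0.22. Control vOPCs lay below control dOPCs in 44 of the 47 genes, with a median of −0.86. In 100 simulations the 2 controls had equal rates and counting error only. Genes chosen there as lowest against control dOPCs gave a control median between −0.04 and 0.04. A shift peculiar to the control dOLC library was not simulated and is not excluded. Of the 47 genes, 21 are at least 8 times higher in MOL5/6 than in OPCs of control vOLCs; RNA of all 65 such genes made up 2.74% of the UMIs of control dOPCs, 1.40% of control vOPCs and 1.31% of ectopic OPCs. Among them, Mag had a log2 ratio of −1.42 against control dOPCs and 0.12 (−0.19 to 0.45) against control vOPCs, and Trf −1.51 and −0.74 (−0.95 to −0.52). The other 26 genes had a median of −0.94 against control dOPCs, and Cst3 was lower by both comparisons (−0.80 and −1.07).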

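The 23 genes listed as higher in eOPCs had a median of 0.64 against control dOPCs and 0.93 against control vOPCs. Among genes past the filter that moved the same way against both controls, the highest ratios to control dOPCs were those of Gm26870 (8.33, 7.49 to 9.34), Snhg11 (4.18), Tubb3, Meox1 (2.62) and Rit2 (1.65, 1.01 to 2.29). Gm26870 had a UMI in 85.2% of ectopic OPCs, 1.06% of control dOPCs and 0.826% of control vOPCs, at median depths of 3421.5, 2795 and 3454 UMIs per cell. In MOL5/6 the shares were 2.17% of ectopic vOLCs and 0.132% of control dOLCs, at median depths of 5478.5 and 3491. In control vOLCs it was 0 of 561 cells, at a median depth of 5069, which allows a share of cells with a UMI of up to 0.535%. With each cell thinned to 1000 UMIs, the shares in OPCs were 60.6%, 0.586% and 0.826%. The lowest were those of Gm10260 (1 UMI in ectopic OPCs; −6.16, −11.47 to −3.66), Relt (−3.74, −5.64 to −2.35), Ephb1 (−2.46), Neat1 (−2.46) and Srcin1, which had 150 UMIs in control dOPCs and 13 in ectopic OPCs. The 5 L1CAM interactions genes listed for OPCs had a median of −0.65 against control dOPCs, with Dpysl2, Tubb4a (−0.96) and Ank2 lower, and Tubb3 and Actg1 (0.38) higher. Against control vOPCs the median was −0.34, within 95% of matched random lists (−0.37 to 0.74), and between the controls it was −0.28 with all 5 genes below 0.

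**Figure D2:**
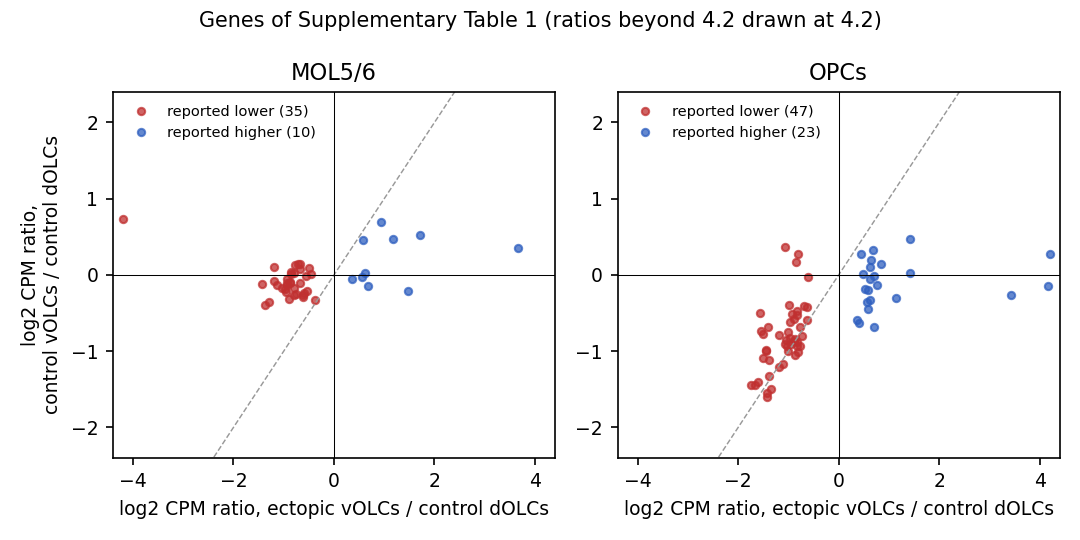
Genes of Supplementary Table 1 in MOL5/6 (35 lower, 10 higher) and OPCs (47 lower, 23 higher), with the log2 ratio of ectopic vOLCs to control dOLCs on the x axis and that of control vOLCs to control dOLCs on the y axis; values beyond the axis are drawn at its edge, and the dashed line marks equal ratios. Genes listed as lower have a control median of −0.11 in MOL5/6 and −0.86 in OPCs.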

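Over the sheets of Supplementary Table 1, with a gene counted once in each sheet that lists it, 157 of 157 genes had the reported direction against control dOLCs. The paper chose the genes by this contrast on these same cells, so that this count is not independent evidence. Against control vOLCs 146 of 157 had the reported direction, and 114 of 157 had it between the 2 controls. From the decreased expression in eOLs and eOPCs and the perturbation of MOL5/6a and MOL5/6d, the paper concludes that eOLCs acquired profiles unlike those of the dOLCs they replaced, and proposes that the resulting myelin changes may explain the altered behavior.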

**Fig. 5:**
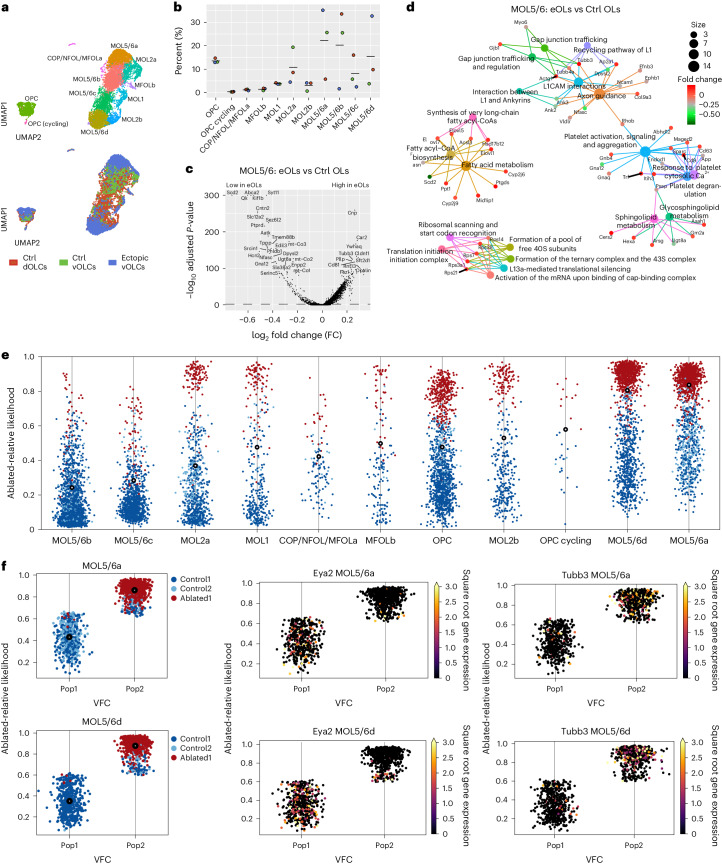
Ablation of dOPCs alters the transcriptional profiles of OL subpopulations. scRNA-seq of SOX10^+^ OLCs in the neocortex of adult control (*n* = 4) and ablated (*n* = 2) mice (P90). **a**, UMAP of all recovered cell clusters, sorted by cell population (top) or origin of cells (bottom) (*N* = 9,291 cells). COP, committed oligodendrocyte precursor; MFOL, myelin-forming oligodendrocyte; NFOL, newly formed oligodendrocyte. **b**, Frequency distribution analysis of cells in each cluster shown in **a** according to cell origin. **c**, Differential gene expression analysis of control versus ectopic OLs in cluster MOL5/6 shown in Extended Data Fig. 8a. Wilcoxon rank-sum test. **d**, Reactome pathway analysis of control versus ectopic OLs in cluster MOL5/6 shown in Extended Data Fig. 8a. **e**, Distribution of ablated-relative likelihood in each cluster shown in **a**. Dots in red and light red correspond to ablated-like cells, and blue and light blue indicate control-like cells. The gray circles represent the mean ablated-relative likelihood for each cluster. **f**, Ablated-relative likelihood highlighting ablation-unique transcriptional signatures within MOL5/6a (top) and MOL5/6d (bottom) populations. Left section of each panel represents cluster dissociation in two populations with unperturbed cells as Population1 and perturbated cells as Population2. Control-derived cells are labeled in blue and ablated cells in red. Right sections of each panel indicate expressions of gene markers for control-like population (Pop1) and ablated-like population (Pop2), as *Tubb3* and *Eya2*, respectively, with a maximum cutoff set at 3 for the square root transformed counts.

## Discussion

Here we show that, although OLCs can populate and myelinate central nervous system regions that are normally the domain of OLCs of separate developmental origin, they cannot do so in a way that ensures optimal function. Specifically, myelination of the neocortex predominantly by OLCs of ventral origin rather than dorsal origin leads to deficits in aspects of locomotor and cognitive behavior. From this result, we conclude that the distinct developmental origins within the OL are essential for optimal central nervous system function.

The elimination of alternative explanations is critical to drawing this conclusion. First, could the phenotypes arise because of ablation-related changes in the tempo of myelination? The developing cortex is initially populated by OPCs of ventral origin before dorsal OPCs replace ventral OPCs after P0 (ref. ^13^). The initial population with ventral OPCs likely explains why, even by P3, most OLCs in the cortex of ablated animals are of ventral origin. Because there was no significant difference in OLC numbers and OPC proliferation postnatally between control and ablated animals, it is likely that ventral OPCs populate the cortex before birth and are not replaced when dorsal OPCs are ablated, confirming the previous observations by Kessaris et al.^13^. The overall numbers of OLCs and the onset of myelination were unchanged by dOLC ablation (Figs. 1 and 2), indicating that a delay in myelination is an unlikely explanation for the observed behavioral phenotypes. Second, could the functional changes that we observe arise due to non-cell-autonomous changes to non-oligodendrocyte lineage cells occurring because of the ablation process? We found no evidence of changes to either astrocytes or microglia in ablated animals, even comparing snRNA-seq data. However, we cannot fully exclude the possibility that inflammation after dOPC ablation that could influence neurodevelopmental processes occurs at an undetectable level or at a time that we have not captured^32^. We did, however, detect subtle changes in cortical neurons by snRNA-seq, and we cannot fully exclude that the observed changes in the number of projection inhibitory interneurons in ablated animals during development might contribute to the behavioral changes observed in ablated adult mice. In situ hybridization analysis of the cortex in ablated animals did not, however, support the indication of changes in this population of cells, where the ratio of excitatory versus inhibitory neurons and the number of *Ebf1*^+^ projection inhibitory neurons was unchanged in ablated animals. Taken together, these data suggest that the neuronal changes observed at P0 are unlikely to have contributed significantly to the locomotor and behavioral phenotype.

It is interesting to speculate why ventral OLCs cannot optimally support neuronal networks in the cortex. scRNA-seq analysis of the eOLCs showed a different transcription profile to OLCs normally populating the adult cortex (Fig. 5). Pathway analysis of the differentially expressed genes in OLs revealed dysregulation of pathways known to play a role in myelination^33–36^. For example, knockout of *Tppp*, a gene downregulated in eOLs, leads to impaired microtubule nucleation, resulting in aberrant myelination and motor coordination defects^31^. Thus, it is plausible that the reduced expression of *Tppp* in eOLs, together with the subtle dysregulations of a constellation of other genes important in myelination identified in this study, can explain the observed myelin phenotypes. Further detailed investigations are needed to determine if and how the dysregulated pathways can result in the observed behavioral changes. Although the overall level of myelination and the compaction of myelin appeared normal, we did observe slightly thinner myelin sheaths around small caliber axons and shorter paranodes in ablated animals. These subtle myelin changes may lead to altered neuronal circuit wiring, altered trophic support or changes in conduction velocity, resulting in the reported behavioral deficits. Relating the consequences of myelin changes to neuronal conduction, trophic support and circuit formation is technically very challenging, at least in part because of the difficulties inherent in pinpointing the cortical area relevant for the complex behavior changes that we observed in the ablated mice. Moreover, to date, no experimental tool is available to replicate the observed myelin sheath thinning, thus precluding us from investigating whether the subtle myelin changes indeed could cause the behavioral phenotypes.

OPCs have been implicated in the pathophysiology of some neurodevelopmental diseases, including schizophrenia^37^ and autism^38^. Thus, it is tempting to hypothesize about the clinical implications of the importance of the existence of the developmentally distinct OLC populations. Paramount to any clinical implications of the described findings is the existence of developmentally distinct OLC populations in humans. Multiple studies in developing human tissue point to the existence of vOLCs and dOLCs in humans^39–44^, albeit there is a lack of unequivocal proof due to the inability to label human cells over time. Independent genome-wide association studies showed that single-nucleotide polymorphisms (SNPs) in *Emx1*, the marker gene of dorsal origin, are associated with schizophrenia, whereas the marker gene of ventral origin lacks any disease association^45^. Therefore, it is possible that impaired dOPC development might contribute to schizophrenia.

In summary, we found that the ablation of dOLCs leads to the myelination of dorsal brain areas by vOLCs. These eOLCs show subtle differences in gene expression and myelin formation, most likely resulting in locomotor and cognitive behavioral changes in animals in which dOPCs were ablated. We, therefore, provide an explanation for OL developmental heterogeneity by revealing the critical relationship between spatiotemporal origin and function in the OL lineage.

## Methods

### Transgenic mouse lines

*Sox10-loxP-eGFP-polyA-STOP-loxP-tdTomato* (hereafter abbreviated as ‘*Sox10-GFP-tdTom*’ *or* ‘*Tom*’) reporter mice^15^ express enhanced GFP in all OLCs in the absence of Cre activity. To differentially label vOLCs and dOLCs in the forebrain, *Sox10-GFP-tdTom* mice were crossed to *Emx1-Cre* mice (hereafter abbreviated as ‘*Emx*’)^13^. To study the functional importance of dOLCs in the adult brain, dorsally derived, Emx1^+^ OLCs were ablated by crossing the *Emx1-Cre* line to the *Sox10-loxP-GFP-poly(A)-STOP-loxP-DTA* (hereafter abbreviated as ‘*Sox10-DTA*’ or ‘*DTA*’) mouse line^13^. To determine the ablation efficiency, all three mouse lines were crossed (hereafter abbreviated as ‘*Emx/Tom/DTA*’), allowing the visualization of the remaining dOLCs after ablation.

All mice were on a C57BL/6-B6CBA mixed background. Breeding colonies were maintained by mating transgenic mice with wild-type B6CBA-F1 mice. Mice were fed a standard diet and were kept on a 12-h dark/light cycle in individually ventilated cages. Mouse cages were kept at 45–65% humidity and at a temperature range of 20–24 °C. Experiments were performed on either neonatal (P0) or adult (11–14 weeks) animals. In case of the behavioral test, experiments were started at the age of 12 weeks. Mice ages are clearly stated in the text and respective figure legends. For cognitive behavior experiments, only male mice were used. For all other experiments, animals from both sexes were used. All animal experiments conformed to the UK Animals (Scientific Procedures) Act of 1986 and were approved by the Cambridge University local ethics committees before licensing by the UK Home Office.

### Behavioral tests

#### Open field test (general vigilance)

Individual mice were placed in the middle of an opaque, white plastic box (width, 50 cm; length, 50 cm), and their behavior was video-recorded for 5 min. The time spent close to the walls versus the center of the testing chamber was quantified.

#### Rearing test (general vigilance)

Individual mice were placed in an open-top, clear plastic cylinder (diameter, 15 cm; height, 30 cm), and their behavior was video-recorded for 1 min. The number of rears (both freely and against the wall) was counted.

#### Hanging bar test (forelimb strength)

For the hanging bar test, a metal bar (diameter, 6 mm) was elevated 30 cm above the table top. Individual mice were positioned on the bar in such a way that only the front paws grabbed onto the bar. If a mouse failed to grab the bar due to bad placement, the experiment was repeated after a brief rest. If a mouse fell within 5 s (not due to poor placement), the experiment was repeated up to three times. Mice were tested on three alternate days (one run per session). The time at which the mice fell off or touched the frame was scored. The following scoring system was used: Score 1 = 1–5 s, Score 2 = 6–10 s, Score 3 = 11–20 s, Score 4 = 21–30 s and Score 5 = >30 s.

#### Rotarod (locomotor coordination)

Individual mice were placed on a rotarod (Ugo Basile) facing forward. The rotarod was operated in acceleration mode, consistently accelerating from 4 r.p.m. to 40 r.p.m. over the course of 5 min. The speed at which a mouse fell off and the reason for the end of the trial (falling, jumping or passive rotation) were recorded.

#### Balancing beam (locomotor coordination)

For the balancing beam test, a metal beam (length, 1 m; diameter, 10 mm) was elevated 50 cm above the table top. Mice were trained to cross the beam independently once a day (2–3 test runs per session) for 1 week. Subsequently, mice were tested on three alternate days (two runs per session). All test runs were video-recorded. The time a mouse needed to cross the beam (time a mouse stood still on the beam was not considered) and the number of foot faults were counted.

#### Horizontal ladder (locomotor coordination)

For the horizontal ladder test, a ladder (length, 1 m; width, 10 cm) with evenly spaced rungs was elevated 50 cm above the table top. Mice were trained to cross the ladder independently once a day (2–3 test runs per session) for 2 weeks. On the test day, three runs of each mouse were video-recorded. The time a mouse needed to cross the ladder (time a mouse stood still on the ladder was not considered), the number of steps taken with one hindlimb and the number of slip-offs or misses of paw placement were counted.

#### Vertical beam (bradykinesia)

For the vertical beam test, a metal beam (length, 1 m; diameter, 20 mm) was embattled perpendicular to the table top. The vertical beam test does not require any training. The mice were tested on three alternate days (two runs per session). All test runs were video-recorded. The number of steps taken with the hindpaws were counted.

#### Gait analysis (gait)

The paws of mice were colored with ink to trace their gait on white paper. Mice were trained to walk continuously through a tunnel over white paper once a day (2–3 test runs per session) for 2 weeks. Subsequently, mice were tested on three alternate days (one run per session). Stride length and stride width were measured. Measurements were taken only if the animal walked at a constant speed for at least three body lengths (approximately 30 cm).

#### Von Frey test (sensation)

One hindpaw of individual mice was touched with continuous force using the electronic Von Frey apparatus (Ugo Basile) until the mouse pulled away the paw. The maximum force needed to provoke a reaction to the stimulus was recorded. From each animal, five measurements were taken.

#### rCPT (sustained attention)

Testing was performed in a touchscreen operant chamber for mice (Campden Instruments) as previously described^46^. After habituation, mice were trained to discriminate a visual ‘target’ stimulus from multiple ‘non-target’ stimuli in four stages as previously described^24^. After successfully completing the training stages, the performance of mice in the rCPT was assessed using the following basic parameters: stimulus set, one ‘target’ and four ‘non-target’ stimuli; SD time, 2 s; inter-trial interval, 5 s. Subsequently, to increase the load on attention, the SD (amount of time a stimulus was shown on the screen) was shortened to 1.5 s, 1.0 s and 0.5 s.

Four main measures of task performance were analyzed: response to the ‘target’ stimulus (hit), no response to ‘target’ stimulus (miss), response to ‘non-target’ stimulus (false alarm) and no response to ‘non-target stimulus (correct rejection). From these measures, the HR and FAR were calculated as follows:

$$\begin{array}{l}{\rm{HR}}=\frac{{\rm{Hit}}}{{\rm{Hit}}+{\rm{Miss}}}\qquad\qquad{\rm{FAR}}=\frac{{\rm{False}}\; {\rm{alarm}}}{{{\rm{False}}\; {\rm{alarm}}}+{{\rm{Correct}}\; {\rm{rejection}}}}\end{array}$$

Additionally, based on the HR and FAR, the sensitivity (d′), referring to the behavioral discrimination between ‘target’ and ‘non-target’ stimulus, and response bias (c), were calculated as follows:

$$\begin{array}{l}{\rm{d}}{\rm{\mbox{'}}}={\rm{z}}({\rm{HR}})-{\rm{z}}({\rm{FAR}})\qquad\qquad{\rm{c}}=-\frac{{\rm{z}}\left({\rm{HR}}\right)+{\rm{z}}({\rm{FAR}})}{2}\end{array}$$

c reflects the decision criterion used by the animal when deciding whether or not to respond. Thus, a low c indicates a bias of the animal to judge a stimulus as a target; a high c indicates a bias of the animal to judge a stimulus as a non-target.

#### Reversal learning

Reversal learning was carried out as previously described^47^. In brief, animals were trained to discriminate between a ‘target’ visual stimulus and a ‘non-target’ visual stimulus that were presented simultaneously side by side in two touchscreen windows. The correct response to the ‘target’ stimulus was always reinforced, whereas the response to the ‘non-target’ stimulus was never reinforced. Stimulus location (left or right) was pseudorandomly determined with the same spatial configuration never presented more than three times in a row. When all animals achieved a high level of performance (>80% correct choice for one session), these contingencies were reversed so that the previously correct ‘target’ stimulus became the incorrect ‘non-target’ stimulus and vice versa. Animals were tested daily on this reversal learning stage until performance reached higher than 80%. Key performance variables were the percentage of correct responses to the ‘target’ stimulus and the number of correction trials.

#### Extinction learning

Extinction learning was carried out as previously described^46^. In brief, all animals were initially trained to emit responses to a white stimulus located in the central window of a ‘3-choice’ Perspex mask. All responses were reinforced at this stage. Subsequently, extinction learning was assessed by identical task presentation but with omission of reinforcement. Data are expressed as the percentage of responses to a stimulus per session.

### scRNA-seq and snRNA-seq

#### Tissue dissociation and scRNA-seq

Neocortices of P90 *Emx/tdTom* (*n* = 4) and *Emx/Tom/DTA* (*n* = 2) were microdissected, and the tissue was dissociated into single-cell suspensions, as previously described^29^. In brief, mice were transcardially perfused with ice-cold oxygenated artificial cerebrospinal fluid (22 mM NaCl, 0.63 mM KCl, 0.4 mM NaH_2_PO_4_ × 2H_2_O, 6.5 mM NaHCO_3_, 25 mM saccharose, 5 mM glucose, 0.5 mM CaCl_2_, 4 mM MgSO_4_, pH 7.3), and the brains were collected. The tissue was sectioned at the vibratome in ice-cold artificial cerebrospinal fluid, and the CC was microdissected. Tissue dissociation was performed with an Adult Brain Dissociation Kit (Miltenyi Biotec) following the manufacturer’s instructions (the red blood cell removal step was not included). After debris removal, the cells were resuspended in ice-cold 1% BSA in artificial cerebrospinal fluid, filtered with a 30-μm filter (Sysmex Partec) and FACS sorted with a BD Influx system (BD Biosciences) to separate GFP^+^ and TdTom^+^ OLCs. An scRNA-seq experiment set with a cohort of control and experimental mice was discarded due to strong batch effects, most likely due to stress during the FACS procedure.

The sorted cells were processed with the Chromium Single Cell A Chip kit v2 and library prep with the Chromium Single Cell 3′ Library & Gel Beads kit v2 (10x Genomics) according to the manufacturer’s instructions. A total of 3,000 cells for each sample were loaded on the Chromium Single Cell A Chip, although a lower number of cells was recovered in singlet and passed the quality control.

#### Tissue collection and preparation for snRNA-seq

To assess the impact of dOPC ablation immediately when ablation occurs, cortical tissue was analyzed using snRNA-seq of antibody-hashed samples^26^. Neonatal mice (*Emx/tdTom* (*n* = 2) and *Emx/Tom/DTA* (*n* = 2)) were euthanized on the day of birth by decapitation, and then the motor and cingulate cortex was dissected in ice-cold oxygenated cutting solution containing 87 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 0.5 mM CaCl_2_, 4 mM MgSO_4_, 75 mM sucrose and 20 mM glucose, before samples were snap frozen on dry ice in a sterile microtube. The samples were stored at −80 °C until further processed. To isolate nuclei, tissue fragments from two animals with identical genotype were combined in nuclei isolation buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 10 mM Tris buffer, pH 8.0, 0.1% NP40, 0.1 mM DTT and 0.4 U μl^−1^ RNAse inhibitors) and gently homogenized with a plastic pestle on ice. Subsequently, the homogenate was filtered using a 40-μm strainer, and the nuclear pellet was collected upon centrifugation. The pellet was then washed twice with Nuclei Wash and Resuspension (NWR) buffer containing 2% BSA in PBS and 0.4 U μl^−1^ RNAse inhibitors. Finally, the nuclei were resuspended in ST Staining Buffer (ST-SB: 2% BSA, 0.02% Tween 20, 10 mM Tris, pH 7.5, 146 mM NaCl, 1 mM CaCl_2_ and 21 mM MgCl_2_), filtered again with a 40-μm strainer and collected for inspection and counting. Hashtag antibody tagging was done as described previously^26^ with minor adjustments. Two sets of ablated and two sets of control nuclear samples (1 M nuclei per 100 μl of ST-SB) were first blocked with TruStain FcX (anti-mouse CD16/32, BioLegend, 101319) before the addition of 1 μg per 100 μl of Mab414 nuclei hashing antibodies (TotalSeq A0451-54, BioLegend, 682205, 682207, 682209 and 682211). To remove the unbound antibodies, samples were washed twice with ST Wash Buffer (10 mM Tris, 146 mM NaCl, 1 mM CaCl_2_, 21 mM MgCl_2_, 2% BSA, 0.4 U μl^−1^ of RNAse inhibitor) and again with NWR buffer to avoid the detergent and magnesium carry-over before sequencing. Finally, the nuclei were resuspended in NWR and strained with a 20-μm and a 10-μm strainer before counting, sample pooling and downstream processing with the 10x platform for single-nuclei sequencing.

### snRNA-seq bioinformatic analysis

#### Feature selection and antibody demultiplexing

Cell Ranger software (10x Genomics standard pipeline, version 3.1.0) was run twice on the single-nucleus dataset, first to unravel pre-mRNA expression of genes supported by mm10 genome and second to associate barcoded antibodies to cells, given as a list of features. Intersection of cell barcodes from both modalities was retained. Cells expressing more than 600 genes, with unique molecular identifiers (UMIs) higher than 1,000 and lower than 30,000, were selected. Moreover, cells with more than 1% of RNA counts being associated to mitochondrial environment were removed. After a centered log-ratio transformation, sample of origin assignation was performed for each cell by the HTODemux function from Seurat version 4.0, with a positive quantile value to consider a cell positive set at 0.99. Among the 35,820 valid cells processed by Cell Ranger, 14,294 were targeted by more than one unique antibody barcode; 10,474 cells were classified as negative, not reaching the positive quantile threshold; and 11,052 cells considered as barcoded by a unique antibody were saved for downstream analysis. A total of 5,198 cells were retained for the ablated condition (two antibodies labeling the ablated samples, 2,218 cells and 2,980 cells), and 5,854 cells were selected for the control condition (two antibodies labeling the control samples, 2,639 cells and 3,215 cells).

#### Clustering and label transfer

To cluster the remaining cells by features expression, dimensionality reduction was performed on log-transformed and scaled UMI counts of the 2,000 most variable features. After selection of the first 30 principal components by the elbow method, clustering was performed by a shared nearest neighbor graph based on *k*-nearest neighbors (KNN) calculated by Euclidean distances. Modularity optimization was done by the Louvain algorithm at a resolution of 0.6. The 19 clusters highlighted by this method were then analyzed and compared to previous single-cell transcriptomic datasets of developmental mouse brain^48,49^. Label transfer was performed with canonical correlation analysis using the Seurat functions FindTransferAnchors and TransferData. Final annotation of clusters was done in accordance with the outputted prediction scores from label transfers.

#### Markers

To unveil highly variable genes in each cell type, the Wilcoxon rank-sum test was used throughout FindAllMarkers function from Seurat, where significant genes (adjusted *P* value (*P*_adj_) < 0.01), expressed in at least 25% of cells in each population and with a log_2_ fold change higher than 0.25, were retained. Finally, the top 15 genes genes by cell type ranked by log_2_ fold change were selected to draw the heatmap.

#### Frequency analysis

For the sake of condition library size and cell type composition balance, the number of cells per condition and cell type was normalized to a percentage of each cell type per condition, divided by the number of conditions, allowing the assessment of cell representation across condition and cell type. We confirmed our findings by applying a Bayesian model for compositional single-cell data, scCODA version 0.1.8 (ref. ^27^), which highlighted no credible effects of the DTA perturbation on any of the cell population balance. Astrocyte population was selected as the reference cell type, which is assumed to be unchanged in absolute abundance, and parameters inference was calculated via Hamiltonian Monte Carlo (HMC) sampling.

#### Effect of experimental perturbation

To investigate whether each independent ablated cell presented hallmarks of transcriptional perturbation, we estimated the relative likelihood of observing each cell in each experimental condition. We computed the effect of experimental perturbation using MELD software version 1.0.0 (ref. ^28^). Following the guidelines presented in ref. ^26^, we performed L1 normalization on the raw counts for each cell, followed by a non-negative square root transformation. The potential of heat diffusion for affinity-based trajectory embedding (PHATE)^50^ was then drawn, with a KNN at 10 and an alpha decay parameter at 10, after principal component analysis (PCA) on the transformed counts. After benchmarking the optimal parameters to run the core MELD function, a beta at 67, a KNN at 7 and a mean square error at 0.001162 were used to generate the MELD graph from which estimation of densities of each sample were drawn. The densities were then normalized over sample to calculate the relative likelihood associated to each sample.

### scRNA-seq bioinformatic analysis

#### Feature selection

The count table from the output of the Cell Ranger software was obtained as part of the standard pipeline of the 10x Genomics platform (version 3.1.0). Cells expressing more than 200 genes but fewer than 3,000 were retained. Additionally, cells with more than 15% of RNA counts being associated mitochondrial origin were removed. Counts were normalized using the sctransform function in Seurat version 3.0 (refs. ^51,52^).

#### Clustering and label transfer

To cluster the cells, PCA was performed on the 3,000 most variable genes, and components were selected using the elbow method, selecting the first 30 principal components for further clustering. Cells were clustered using the Leiden algorithm in Seurat, with a resolution parameter of 0.6. To label the 11 clusters, we matched the labels to previous literature, where the backSPIN algorithm was used for clustering^29^. Label transfer was ultimately performed using the FindTransferAnchors and TransferData functions. With the clusters now labeled to their best matching cluster from the literature, our clusters were named accordingly. To integrate the data, the data were individually normalized per sample, and the FindTransferAnchors function was used to integrate the data.

#### Markers

The Wilcoxon rank-sum test was used to calculate the significant genes in relation to the obtained clusters. Significant genes (*P* < 0.01) were then selected. For each cluster, an enrichment score (z-score) was calculated using the FindAllMarkers function in Seurat, with a cutoff of 0.25 fold change.

#### Frequency analysis

The percentages of cells in the respective samples belonging to each cluster were calculated. The frequency graphs were then plotted as a percentage of the total captured cells in each sample, allowing us to make assessments on whether a certain sample is overrepresented or underrepresented compared to the other samples.

#### Differential gene expression analysis and Reactome pathway enrichment analysis

All comparisons were performed using the Wilcoxon rank-sum test with a Bonferroni-adjusted *P* value. Significantly differentially expressed genes with *P* < 0.01 and fold change > 0.1 were selected. Reactome pathways were calculated for each comparison using the R package ReactomePA^53^.

#### Effect of experimental perturbation

Similar to the snRNA-seq, we calculated the relative likelihood estimate of observing each cell in each experimental condition using MELD version 1.0.0. The same transformations were used on the raw counts to generate the PHATE projection, and the following parameters were drafted to generate the MELD graph (beta = 30, KNN = 8, mean square error = 0.004893). The densities were again normalized over sample to calculate the relative likelihood associated to each sample. For each cell type, we investigated the likelihood heterogeneity using vertex frequency clustering (VFC). We focused on two heterogeneous clusters, MOL5/6a and MOL5/6d, both of which were broken down in two populations according to their perturbated likelihood.

### Immunohistochemistry

Mice were terminally anesthetized and fixed by intracardiac perfusion using 4% (w/v) paraformaldehyde (PFA) in 0.01 M PBS. Tissue was post-fixed in 4% PFA for 2 h at 20–25 °C, cryoprotected with 20% (w/v) sucrose for 24–48 h, embedded and frozen in OCT medium and stored at −80 °C. Tissues were sectioned at 10 μm and collected onto poly-l-lysine-coated glass slides.

Tissue sections were incubated with blocking solution (10% (v/v) normal goat serum and 0.1% (v/v) Triton X-100 in PBS) for 1 h at 20–25 °C. In case antibodies raised in mouse were used, tissue sections were incubated with the MOM kit according to the manufacturer’s protocol (Vector Laboratories). In case the antigen required antigen retrieval for detection, slides were placed in antigen retrieval buffer solution (Dako, S2369, diluted 1:10 in distilled water), which was pre-heated to 95 °C, and slides were incubated for 10 min at 75 °C. Subsequently, tissue sections were incubated with primary antibodies overnight at 4 °C and then secondary antibodies for 1 h at 20–25 °C.

The following primary antibodies were used: CC-1 (anti-adenomatous polyposis coli (APC)) (OP80, mouse, 1:100, Calbiochem), CASPR1 (ab34151, rabbit, 1:1,000, Abcam), CD68 (MCA1957, rat, 1:200, Serotec), GFP (GFP-1020, chicken, 1:1,000, Aves Labs), GFAP (Z0334, rabbit, 1:1,000, Dako), IBA1 (019-19741, rabbit, 1:1,000, Wako), MBP (MCA4095, rat, 1:100, Serotec), NeuN (MAB377, mouse, 1:50, Millipore), tdTomato (AB8787-200, goat, 1:300, Sicgen Antibodies), OLIG2 (AB9610, rabbit, 1:1,000, Merck) and Ankyrin G (N106/36, mouse, 1:200, Antibodies Incorporated). The following secondary antibodies were used: anti-chicken Alexa 488 (donkey, 1:500, Jackson Laboratory), anti-goat Alexa 568 (donkey, 1:500, Thermo Fisher Scientific), anti-rabbit Alexa 647 (donkey, 1:500, Thermo Fisher Scientific), anti-rat Alexa 647 (donkey, 1:500, Thermo Fisher Scientific) and anti-mouse Alexa 647 (donkey, 1:500, Thermo Fisher Scientific). Cell nuclei were visualized by staining with Hoechst 33258 (1:10,000, Biotium). All images were acquired using an SP5 confocal microscope (Leica), except for the CASPR1 staining, which was imaged using an Airyscan microscope (Zeiss) to increase resolution. Cell counts were obtained from 3–6 biological replicates, 3–4 tissue sections per biological replicate. ImageJ (version 2.0.0-rc-68/1.52h and 1.53t), CellProfiler (version 2.2.0) and CellProfiler Analyst (version 2.2.1) were used for image analysis, cell counting and measurement of the size of the selected area.

### In situ hybridization

#### Assessment of OPC numbers

To visualize the distribution of OPCs, in situ hybridization with chromogenic RNAscope was performed. Tissue sections were incubated with RNAscope hydrogen peroxide reagent (ACDBio) for 10 min at 20–25 °C. Subsequently, tissue sections were permeabilized using RNAscope target retrieval reagent (ACDBio) for 5 min at 99–100 °C, followed by protease treatment using RNAscope Protease Plus (ACDBio) for 30 min at 40 °C. Probe hybridization, signal amplification and signal detection were performed using an RNAscope 2.5 HD Detection Kit (BROWN). The procedures were carried out according to the manufacturer’s instructions, except for the ‘AMP 5’ step, in which tissue sections were incubated for 45 min at 20–25 °C. The following probe was used: *Pdgfra* (mouse, 448431, ACDBio). Cell nuclei were visualized by staining with Hoechst 33258 (1:10,000, Biotium). Cell counts were obtained from five biological replicates, 3–4 tissue sections per biological replicate. ImageJ was used for image analysis, cell counting and measurement of the size of the selected area.

#### Assessment of neuronal subtype distribution and density at P90

Neuronal populations of the adult (P90) mouse cerebral cortex were characterized by single-molecule fluorescence in situ hybridization (smFISH) and immunohistochemistry for the neuron-specific marker RBFOX3 (NeuN). Three to five biological replicates were analyzed per genotype, with 2–4 whole-brain cryosections (coronal, 16 µm) per animal. As described previously^54^, smFISH staining was performed using an RNAscope LS Multiplex Fluorescent Assay (ACDBio; ref. ^55^), which was automated together with RBFOX3/NeuN immunohistochemistry on a BOND RX robotic stainer (Leica Biosystems), followed by spinning disk confocal imaging on an Operetta CLS high-content screening microscope (PerkinElmer) and image analysis using Harmony software (PerkinElmer).

RNAscope catalog probes (https://acdbio.com/catalog-probes) were assigned to four different channels (C1–C4; Supplementary Table 3) and combined in individual BOND runs for 3-plex or 4-plex transcript detection. RNAscope probes against bacterial *DapB* mRNA as well as against mouse housekeeping genes were used as negative and positive controls, respectively (Supplementary Table 3). The following modifications were applied to the previously published protocol^54^: for heat and protease treatment, P90 samples were incubated in BOND ER2 buffer, pH 9.0 (Leica Biosystems), at 95 °C for 5 min and in ACD protease reagent at 42 °C for 20 min. The probes in C1, C2 and C3 channels were labeled using Opal 520 (Akoya Biosciences (AB), FP1487001KT), Opal 570 (AB, FP1488001KT) and Opal 650 (AB, FP1496001KT) fluorophores, respectively, at a dilution of 1:1,500. The C4 probe complexes were developed with TSA biotin (AB, NEL700A001KT, 1:500) and streptavidin-conjugated Atto 425 (Sigma-Aldrich, 09260, 1:200). DAPI (Thermo Fisher Scientific, D1306, 0.25 μg ml^−1^) was used as nuclear counterstain. Slides were coverslipped using ProLong Gold Antifade Mountant (Thermo Fisher Scientific, P36930) and Precision cover glasses thickness No. 1.5H (Paul Marienfeld GmbH & Co. KG, 0107222).

For spinning disk confocal imaging, regions of interest (ROIs) for high-resolution ×40 scans, covering the cerebral cortex across individual hemispheres, were manually selected on low-magnification whole-tissue section ×5 scans. ×5 scans were acquired in wide-field mode with a numerical aperture (NA) 0.16 air objective; ×40 scans were acquired in confocal mode with a ×40 NA 1.1 automated water-dispensing objective. ×40 fields were imaged as a z-stack of 21 planes with a 1-μm step size and with 8% overlap.

To segment single neurons and quantify mRNA spots from high-resolution images, analysis scripts were created on Harmony software (PerkinElmer). Individual neurons were segmented as described previously^54^ using either *Synaptotagmin I* (*Syt1*) or RBFOX3/NeuN to delineate neuronal cytoplasm. The number of *Gad2* mRNA spots was calculated per *Syt1*^+^ single neuron for the identification of excitatory versus inhibitory neuron populations; the number of *Bcl11b* (*Ctip2*), *Crym* and *Fezf2* mRNA spots was calculated per NeuN^+^ single neuron for the identification of corticospinal motor neuron (CSMN) populations^56,57^. For neuronal subtype identification, the lowest point of the density curve of the respective spot count signal distribution, plotted on a logarithmic scale, was used for setting the cutoff: 15 mRNA spots for *Gad2*; five mRNA spots for *Bcl11b* (*Ctip2*), *Crym* and *Fezf2*. For example, a NeuN^+^ neuron with more than five *Fezf2* spots was classified as *Fezf2*^+^ and ≤5 *Fezf2* spots as *Fezf2*^−^.

Cortical layers and areas—that is, motor (MO) area and primary somatosensory (SSp) area—were manually annotated on coronal sections at the plane of the anterior corpus callosum. DAPI staining and layer neuron marker (*Cux2*, *Bcl11b*/*Ctip2* and *Foxp2*) expression patterns were used as anatomic landmarks and the Allen Reference Atlas (P56, coronal, image 44)^58^ as anatomic reference. Anatomic annotation masks were drawn on tissue maps, which were created by stitching ×40 maximum z-projection images in OMERO (University of Dundee & Open Microscopy Environment). Single-neuron objects were annotated with cortical layer and area identity based on their *x*–*y* position within anatomic annotation masks. For each cortical layer and area, the percentage (%) of each neuronal subtype across all *Syt1*^+^/NeuN^+^ neurons was calculated as well as neuronal subtype density (number of neurons per area (mm^2^)).

#### Assessment of neuronal subtype distribution at P0

For the assessment of neuronal subtypes in the P0 mouse cerebral cortex, the same protocol was followed as described above for P90, with the following exceptions: for heat and protease treatment, P0 samples were incubated in BOND ER2 buffer, pH 9.0, at 95 °C for 2 min and in ACD protease reagent at 42 °C for 10 min. Because of increased cell densities in the neonatal cerebral cortex, single cells were segmented from DAPI^+^ nuclear area plus a small cytoplasmic ring (1-µm perimeter around the DAPI^+^ nucleus), and RNA spot counts were evaluated in the segmented cell area. A cell with >5 *Syt1* spots in the segmented cell area was classified as a neuron; a neuron with >5 *Gad2* spots was classified as inhibitory and ≤5 *Gad2* spots as excitatory; and a neuron with >5 *Ebf1* spots was classified as *Ebf1*^+^.

#### RNA FISH

In situ four-color RNA FISH was performed using primer-padlock 2-oligo hybridization of the RNA targets, as described previously^59^, except that hybridization was performed in 30% formamide buffer (Merck). In brief, ssDNA oligo probes were designed against the coding regions of target RNA transcripts using Picky2.0 to identify loci without RNA secondary structure or repetitive sequence, followed by blast searching to confirm target specificity. Probe targets and sequences can be found in Supplementary Table 4. Probe hybridization was performed overnight at 40 °C with rocking in a humid chamber. Probes then underwent rolling circle amplification, polyacrylamide gel mounting and proteinase K (Sigma-Aldrich) sample clarification before imaging. Images were acquired on a Zeiss LSM 980 microscope.

#### Image analysis

Image analysis was performed in arivis Vision 4D, version 4.1.1. In the pipeline, nuclei were first segmented using DAPI staining. A 3-µm region grow was used to define the cell area. PLP^+^ cells were determined by mean intensity of GFP fluorescence per cell (threshold for positive cell: 400). Finally, individual *Tppp* dots larger than 0.5 µm were counted per cell. A cell with three or more *Tppp* dots was counted as positive.

### SCoRe and quantification

SCoRe imaging was performed to assess myelination status in motor cortex layer 1 as described previously^60,61^. In brief, mice were perfused transcardially under terminal anesthesia with 25 ml of warm (30 °C) PBS, followed by ice-cold 4% PFA. The brain was removed from the skull, and each hemisphere was dissected out and flattened by clamming between two glass slides with 1-mm spacer and continuing to fix in 4% PFA at 4 °C for 6 h before changing to PBS. The flat-mounted hemisphere was examined using a Zeiss LSM 880 laser scanning confocal microscope. Then, z-stack images (1,024 × 1,024 pixels) with a 2-mm z-step were captured from the outer surface of the motor cortex with a ×20 water immersion objective, and four tiled images were stitched into a larger view of the region. To quantify, three random ROIs of a volume 300 × 300 × 40 mm were selected and background subtracted, and the myelin signal was segmented and converted to a binary image with the Triangle algorithm in ImageJ. The total volume and length (skeleton) were calculated using Volocity software (Quorum Technologies). Internode length was measured semi-automatically on the image stacks using the ImageJ plugin Simple Neurite Tracer by manually locating adjacent nodes of Ranvier along continuous segments of myelin. A total of 294 internodes in six controls and 248 in five ablated animals were measured.

### Electron microscopy

Mice were perfused with 4% (w/v) glutaraldehyde in 0.01 M PBS. Tissue was post-fixed in 4% (w/v) glutaraldehyde at 4 °C overnight. The cortex was dissected, and the tissue was further processed in 2% osmium tetroxide at 4 °C overnight. The tissue was dehydrated in a series of ethanol washes (1× 70% EtOH for 15 min, 1× 95% EtOH for 15 min and 3× 100% EtOH for 10 min (Sigma-Aldrich)), washed twice in propylene oxide for 15 min and incubated in a 1:1 mix of propylene oxide and resin (50% resin, 34% dodecenyl succinic anhydride, 16% methyl nadic anhydride, 2% 2,4,6-Tris(dimethylaminomethyl)phenol (DMP-30), all (v/v), TAAB Laboratories) for at least 3 h at 20–25 °C. The tissue was incubated twice in pure resin for 12 h at 20–25 °C, and samples were embedded in plastic containers in fresh resin for 2 d at 60 °C. Ultra-thin sections of cortical layers 5–6 or CC were cut onto copper grids and stained with uranyl acetate and lead citrate (TAAB Laboratories). The sections were imaged with a H-600 Transmission Electron Microscope (Hitachi High-Tech). Subsequently, G-ratio (ratio of the inner axonal diameter to the total outer diameter) was measured from 100–500 axons per animal, 4–5 animals per age group and per genotype. The G-ratio measurement was carried out from images with magnification at ×3,000 or ×6,000, using the open-source software AxonSeg, with the built-in TEM model and artifact manually corrected^62^.

### Immunogold electron microscopy

Samples were prepared essentially as described previously^63^. In brief, mice were perfused after anesthesia transcardially with a fixing solution composed of 0.25% glutaraldehyde, 4% formaldehyde and 0.5% NaCl in phosphate buffer pH 7 according to Schultz and Karlsson^64^. After dissection and preparing horizontal vibratome sections of 300-µm thickness, the ROI (motor cortex layers 5–6) was cut out with a biopsy punch. These pieces of tissue were infiltrated overnight in 2.3 M sucrose in 0.1 M phosphate buffer pH 7, mounted on aluminum pins and frozen in liquid nitrogen. Ultra-thin cryosections were prepared using a diamond knife (cryoimmuno, 35°, Diatome) and a UC6 ultramicrotome equipped for cryosectioning (Leica Microsystems). Ultra-thin sections were placed on hexagonal 100 mesh copper grids (Science Services) and labeled for GFP (polyclonal rabbit, 1:100, Invitrogen, Thermo Fisher Scientific, RRID: AB_221569) or tdTom (polyclonal rabbit anti-RFP, 1:100, Rockland) followed by incubation with protein A-gold (10 nm, Cell Microscopy Core, UMC Utrecht). Images were taken with a LEO912 transmission electron microscope (Zeiss Microscopy GmbH) using an on-axis 2k CCD camera (TRS).

### Western blot

Whole-brain samples were lysed in IP lysis buffer (Thermo Fisher Scientific) supplemented with 0.1% Halt protease and phosphate inhibitor (Thermo Fisher Scientific). Tissue lysates were mixed with NuPAGE sample LDS loading buffer (Invitrogen) supplemented with 1× NuPAGE Reducing Agent (10x) (Invitrogen) and denatured for 10 min at 95 °C. Gel run and transfer were performed according to the manufacturer’s instruction for the mini gel tank (Thermo Fisher Scientific). After transfer, the nitrocellulose membranes were blocked in 1× Odyssey blocking solution (TBS, LI-COR) in TBS-T (TBS + 0.1% Tween (Sigma-Aldrich)) for 1 h at 20–25 °C on the shaker. Subsequently, nitrocellulose membranes were incubated with primary antibodies overnight at 4 °C and then secondary antibodies for 1 h at 20–25 °C. The following primary antibodies were used: β-ACTIN (A5441, mouse, 1:5,000, Sigma-Aldrich), GFAP (Z0334, rabbit, 1:1,000, Dako) and GS (ab73593, rabbit, 1:1,000, Abcam). The following secondary antibodies were used: anti-mouse 680 (donkey, 1:15,000, LI-COR) and anti-rabbit 800 (donkey, 1:15,000, LI-COR). Fluorescent signals were detected using the Odyssey apparatus (LI-COR) with an exposure time of 2 min. Band intensities of the developed western blots were determined with Image Studio software (version 4.0, LI-COR).

### Isolation of adult oligodendrocytes

Adult male and female mice (2–3 months) were decapitated after lethal injection with phenobarbital. The brains were removed quickly and placed into ice-cold Hibernate A (BrainBits). The meninges and the olfactory bulb were mechanically removed in Hibernate A, and the brain tissue was mechanically minced into 1-mm^3^ pieces. The tissue pieces were spun down at 100*g* for 1 min at room temperature, and the tissue was washed in HBSS^−^ (no Mg^2+^ and no Ca^2+^, Gibco). Each brain was mixed with 10 ml of dissociation solution (34 U ml^−1^ papain (Worthington) and 20 mg ml^−1^DNase Type IV (Gibco) in Hibernate A). The brain tissue was dissociated on a shaker (50 r.p.m.) for 40 min at 35 °C. The digestion was stopped by addition of ice-cold HBSS^−^. The tissue was centrifuged (200*g*, 3 min, room temperature); the supernatant was completely aspirated; and the tissue was resuspended in Hibernate A supplemented with 2% B27 (Gibco) and 2 mM sodium pyruvate (Gibco) (trituration solution). The tissue was allowed to sit in this solution for 5 min. To obtain a single-cell suspension, the tissue suspension was triturated 10 times using first a 5-ml serological pipette and subsequently three fire-polished glass pipettes (opening diameter >0.5 mm). After each trituration step, the tissue suspension was allowed to sediment (approximately 1–2 min), and the supernatant (approximately 2 ml), containing the cells, was transferred into a fresh tube. After each round of trituration, 2 ml of fresh trituration solution was added. To remove accidentally transferred undigested tissue bits, the collected supernatant was filtered through 70-μm cell strainers into tubes that contained 90% isotonic Percoll (GE Healthcare, 17-0891-01, in 10× PBS, pH 7.2 (Life Technologies)). The final volume was topped up with phenol red free DMEM/F12 with HEPES (Gibco) and mixed to yield a homogeneous suspension with a final Percoll concentration of 22.5%. The single-cell suspension was separated from remaining debris particles by gradient density centrifugation (800*g*, 20 min, room temperature, without break). The myelin debris and all layers without cells were discarded, and the brain cell containing phase (last 2 ml) and the cell pellet were resuspended in HBSS^+^ and centrifuged (300*g*, 5 min, room temperature). The cell pellet was resuspended in red blood cell lysis buffer (Thermo Fisher Scientific, 15838518) and incubated for 90 s at room temperature to remove red blood cells. Next, 10 ml of HBSS^+^ was added to this cell suspension and spun down (300*g*, 5 min, room temperature). The cell pellets were resuspended in 0.5 ml of modified Miltenyi washing buffer (MWB, 2 mM EDTA (Thermo Fisher Scientific), 2 mM sodium pyruvate, 0.5% BSA in PBS, pH 7.3) supplemented with 10 ng ml^−1^ human recombinant insulin (Gibco). To this cell suspension, 2.4 μg of Mouse MOG Biotinylated antibody (BAF2439, BioTechne) in 100 μl was added for every 10 million cells. After 25-min incubation, gently shaking at 4 °C, 7 ml of MWB was added. The solution was centrifuged (300*g*, 5 min, room temperature), and the pellet was resuspended in 80 μl of MWB supplemented with 20 μl of Anti-Biotin MicroBeads (Miltenyi Biotec, 130-090-485) per 10 million cells. The cells were incubated for 15 min, slowly shaking at 4 °C. The secondary antibody was again washed out with 7 ml of MWB, and the sample was centrifuged (300*g*, 5 min, room temperature). The cell pellet was resuspended in 0.5 ml, and MACS was performed according to the recommendations of the supplier. In brief, an MS column (Miltenyi Biotec, 130-042-201) was inserted into a MiniMACS Separator (Miltenyi Biotec, 130-042-102) and pre-wet with 0.5 ml of MWB. Resuspended cells were put onto one MS column. Subsequently, the column was washed three times using 500 ml of MWB for each wash. Finally, MOG^+^ cells were flushed out the column with 0.5 ml of MWB. Cells were centrifuged (300*g*, 5 min, room temperature), and then the pellet was resuspended in 500 μl of TRIzol (Thermo Fisher Scientific, 15596026) and frozen at −80 °C until RNA isolation.

### RNA isolation and RT–qPCR

RNA was isolated from freshly purified OLs according to the Direct-zol RNA MicroPrep Kit (Zymo Research, R2061). cDNA was generated using the Maxima First Strand Kit according to the manufacturerʼs instructions (Thermo Fisher Scientific; K1641). For RT–qPCR, the following primers were used: *Pdgfra*: FWD 5′-GCCTCCATTCTGGAGCTTGT-3′, REV 5′-CTCGATGTTCGGAAGAGGG-3′; *Mag*: FWD 5′-GGATAATGATTTCAGCTTCTCG-3′, REV 5′-GTAGGGACTATTGAAATACCAG-3′; *Tppp*: FWD 5′-ACGTGGACATTGTCTTCAGCA-3′, REV 5′-GAGGACACAGCTTTCGTGA-3′. All primers were used at a concentration of 400 mM. The efficiency of each primer was greater than 95% as determined for each primer pair by serial dilutions of OL cDNA. cDNA, primers and the Syber Green Master Mix (Thermo Fisher Scientific, A25741) were mixed as instructed by the manufacturer, and RT–qPCR and melting curve analysis were performed on a QuantStudio 7 Flex Real-Time PCR System (Life Technologies). Fold changes in gene expression were calculated using the Pfaffl method in Microsoft Excel.

### Statistics

In all, the graphical data are presented as mean ± s.e.m. Statistical analysis was performed using GraphPad Prism (versions 9 and 10). The data were analyzed for normal distribution using D’Agostino–Pearson omnibus and Shapiro–Wilk normality test. To assess differences between two groups, the two-tailed unpaired Studentʼs *t*-test or the Mann–Whitney non-parametric test was used, depending on whether the data were distributed normally or not. When comparing more than two groups, a one-way ANOVA test was used followed by Tukey’s post hoc test. If the sample was not normally distributed, a Kruskal–Wallis test combined with Dunn’s post hoc test was used. In case a dataset had two or more variables, a two-way ANOVA was performed. If an interaction of the variables in the dataset was detected in the two-way ANOVA, the variables were analyzed separately by one-way ANOVA combined with Tukey’s post hoc test. If the sample was not normally distributed, a Kruskal–Wallis test (ranks) was carried out. To analyze data obtained by repeated measurements (for example, rCPT, reversal learning and extinction learning), the mixed-effect model was performed using the function ‘lmer’ from the R package ‘lme4’. If an interaction of the variables in the dataset was detected in the mixed-effect model, each group was analyzed separately by simple main effect model.

For behavioral studies, pilot experiments were run on which basis the sample size was determined by power analysis. For all other experiments, no statistical methods were used for sample size determination. All experiments were performed with three or more replicates, unless stated otherwise, which are similar sample sizes to those standard in the field. For cell quantifications, a sufficient number of cells per animal was counted (≥50) to ensure normal distribution around the mean. No animals or data points were excluded from the analyses reported in this paper. There was no randomization when animal and samples were assigned to the various experimental groups, because groups were determined by an animal’s genotype. Experimental conditions were the same for each group.

Data collection was not performed blinded apart from the behavioral experiments, where the animal identity was coded before testing. Data analysis was performed blinded to the conditions of the experiments and automated wherever possible to limit the influence of the experimenter on the outcome. In each figure legend, the number of technical replicates (*N*), the number of biological replicates (number of animals) (*n*), the statistical test and the significance levels are indicated. Datasets were considered significantly different at a *P* value of less than 0.05. Significance levels are presented graphically as follows: *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-024-01666-8.

### Supplementary information

Reporting Summary

Supplementary Table 1 Differential gene expression analysis using the Wilcoxon rank-sum test.

Supplementary Table 2 Reactome pathway analysis.

Supplementary Table 3 List of RNAscope probes.

Supplementary Table 4 List of RNA FISH probes.

Supplementary Video 1 Horizontal beam test.

## Data Availability

RNA sequencing data that support the findings of this study are deposited in the Gene Expression Omnibus (GSE254447).

# Supplementary material for: Developmental origin of oligodendrocytes determines their function in the adult brain
**Source:** Nat Neurosci. 2024 Jun 7;27(8):1545–54. doi: 10.1038/s41593-024-01666-8
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No code has been used for data collection.

Data analysis

Statistical analysis: Graphpad Prism (Version 9 and 10)

Western Blot analysis: Image studio software (Version 4.0, Licor)

Image analysis (EM, IHC, ISH, RNA FISH): ImageJ (Version 2.0.0-rc-68/1.52h and 1.53t), Cell Profiler (Version 2.2.0), Cell profiler analyst (Version 2.2.1) and Arivis Vision 4D (version 4.1.1).

Single-nucleus RNA seq analysis: Feature selection and antibody demultiplexing: Cellranger software (version 3.1.0), NormalizeData function (LogNormalize) (Seurat, v4.0.0), HTODemux (Seurat, v4.0.0) and NormalizeData function (CLR) (Seurat, v4.0.0); Clustering: Louvain algorithm, FindTransferAnchors and TransferData (Seurat v4.0.0); Marker analysis: FindAllMarkers (Seurat v4.0.0); Frequency analysis: scCODA, v0.1.8; Effect of experimental perturbation: MELD, v1.0.0

Single-cell RNA seq analysis: Feature selection: Cellranger software (version 2.1.1) and SCTransform function (Seurat, v3.0.0); Clustering: Leiden algorithm, FindTransferAnchors and TransferData (Seurat v3.0.0); Marker analysis: FindAllMarkers (Seurat v3.0.0); Reactome pathway analysis: R-package ReactomePA, v1.30; Effect of experimental perturbation: MELD, v1.0.0

Code for single-nucleus and single-cell RNA seq analysis will be made available at <https://github.com/Castelo-Branco-lab/DTablation2020>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability: RNA sequencing data that support the findings of this study are currently deposited on GEO (GSE254447).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For behavioral studies pilot experiments were run, on which basis the sample size was determined by power analysis. For all other experiments no statistical methods were used for sample size determination. All experiments have been performed with three or more replicates, unless stated otherwise, similar sample sizes to those standard in the field. For cell quantifications, a sufficient number of cells per animal was counted ( $\geq 50$ ) to ensure normal distribution around the mean. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | All behavioral tests were repeated twice with independent cohorts of mice. All results were successfully replicated.<br>All other experiments were repeated in different biological replicates at least three times. All results were successfully replicated.                                                                                                                                                                                                                                            |
| Randomization   | There was no randomization when animal/samples were assigned to the various experimental groups, because groups were determined by animal's genotype. Experimental conditions were the same for each group.                                                                                                                                                                                                                                                                                               |
| Blinding        | Data collection was not performed blind apart from the behavioral experiments, where the animal identity was coded previous to testing. Data analysis was performed blind to the conditions of the experiments and automated wherever possible limit the influence of the experimenter on outcome.                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Immunohistochemistry (IHC)<br>Ankyrin G: N106/36, mouse, 1:200, Antibodies Incorporated<br>CC-1: OP80, mouse, 1:100, Calbiochem<br>Caspr1: ab34151, rabbit, 1:1000, Abcam<br>CD68: MCA1957, rat, 1:200, Serotec<br>GFP: GFP-1020, chicken, 1:1000, Aves lab<br>GFP: A-11122, rabbit, 1:100, Invitrogen/ThermoFischer<br>GFAP: Z0334, rabbit, 1:1000, DAKO |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

IBA1: 019-19741, rabbit, 1:1000, Wako  
 MBP: MCA4095, rat, 1:100, Serotec  
 NeuN: MAB377, clone A60, mouse, 1:50, Millipore  
 Olig2: AB9610, rabbit, 1:1000, Merck  
 tdTomato AB8787-200, goat, 1:300, Sicgen antibodies  
 tdTomato: 600-401-379, rabbit, 1:100, Rockland  
 anti-chicken Alexa 488: donkey, 1:500, Jackson Laboratory  
 anti-goat Alexa 568: donkey, 1:500, Thermo Fisher  
 anti-rabbit Alexa 647: donkey, 1:500, Thermo Fisher  
 anti-rat Alexa 647: donkey, 1:500, Thermo Fisher  
 anti-mouse Alexa 647: donkey, 1:500, Thermo Fisher

Western Blot (WB)  
 Actin: A5441, mouse, 1:5000, Sigma-Aldrich  
 GFAP: Z0334, rabbit, 1:1000, DAKO  
 GS: ab73593, rabbit, 1:1000, abcam  
 anti-mouse 680, donkey, 1:15000, Licor  
 anti-rabbit 800, donkey, 1:15000, Licor

## Validation

Actin (Sigma-Aldrich): Validated for WB by Sigma-Aldrich. Cited in >5000 publications.  
 Ankyrin G (Antibodies Incorporated): Validated for IHC by Antibodies Incorporated. Cited in >200 publications.  
 CC-1 (Calbiochem): Widely used for IHC as shown for example in Huang et al., 2011, Nature Neuroscience, doi:10.1038/nn.2702  
 Caspr1 (Abcam): KO-validated by Abcam. Validated for IHCs. Widely used in > 40 references  
 CD68 (Serotec): Validate for IHC by Biorad. Cited in >40 publications.  
 GFP (Aves lab): Validated for IHCs by Aves (tested in transgenic mice expressing GFP). Cited in >40 publications.  
 GFP (ThermoFisher): Validated for IHCs by ThermoFisher. This antibody was verified by relative expression to ensure that the antibody binds to the antigen stated by ThermoFisher. Cited in >1500 publications.  
 GFAP (DAKO): Validated for IHCs and WB by Dako. Cited in >300 publications.  
 GS (Abcam): Validated in WB and tested in mouse by Abcam. Cited in 25 publications. Independently reviewed in 11 reviews.  
 IBA1 (Wako): Validated in IHC by Sigma-Aldrich. Cited in 19 publications.  
 MBP (Serotec): Widely used as shown for example in Huang et al., 2011, Nature Neuroscience, doi:10.1038/nn.2702  
 NeuN (Millipore): Validated for IHC by Sigma-Aldrich. Cited in >100 publications.  
 Olig2 (Merck): Validated for IHC by Merck-Millipore. Cited in >100 publications.  
 tdTomato (Sicgen): Validated for IHC by Sicgen (tested in HEK cells transfected with TdTomato). Cited in 30 publications.  
 tdTomato (Rockland): Validated for IHC by Rockland. Validated for EM by scientific publications (e.g. PMID: 33833289). Cited in >900 publications.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

All mice are on a C57BL/6-B6CBA mixed background. Breeding colonies were maintained by mating transgenic mice with wildtype B6CBA-F1 mice. Mice were fed a standard diet and were kept on a 12 hr dark/light cycle in individually ventilated cages. Mouse cages was kept at 45 to 65% and a temperature range of 20-24°C. Experiments were performed on either neonatal (P0) or adult animals (11-14 weeks). In case of the behavioral test, experiments were started at the age of 12 weeks. Mice ages are clearly stated in the text and respective figure legends. For cognitive behaviour experiments only male mice were used.

The following mouse strains have been used in this study:  
 Sox10-loxP-eGFP-polyA-STOP-loxP-tdTomato: Tripathi et al., J Neurosci, 2011, PMID: 21543611  
 Emx1-Cre: Kessaris et al., Nat Neurosci, 2006, PMID: 16388308  
 Sox10-loxP-GFP-poly(A)-STOP-loxP-DTA: Kessaris et al., Nat Neurosci, 2006, PMID: 16388308

### Wild animals

The study did not involve wild animals.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

All animal experiments conformed to the UK Animals (Scientific Procedures) Act 1986 and were approved by the Cambridge University local ethical committees before licensing by the UK Home Office (Project license: PC0C0F291).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

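The data analysed were 3 libraries of sorted OLCs from adult mice at P90: control dOLCs, control vOLCs and ectopic vOLCs, with 1 library per condition. The paper's text places the tissue in the neocortex and, in the dissociation protocol, in the CC, while the labels name motor and cingulate cortex. The 4 P0 samples of the single-nucleus experiment were not analysed here, because no processed file of them was among those analysed. The authors deposited a table of raw UMI counts, for which all values are whole numbers and none is negative, and an annotation of cells before and after their quality control. The annotation gives the library and cluster of each kept cell, with counts of UMIs and genes. Its percent of mitochondrial counts was computed by the authors from the UMIs of each cell and deposited as a percentage. Of its columns, 5 were not used. The UMIs of a cell equalled those of the annotation in 7651 of 9291 cells (82.4%), and the largest difference was 53 UMIs; values here come from the count table.

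The filter in the paper (over 200 and under 3000 genes, at most 15% mitochondrial counts over 13 mitochondrial genes) was applied to 10081 barcodes and left 9291 cells, which were those of the annotation. It removed 388 barcodes (6.27%) of control dOLCs, 114 (11.0%) of control vOLCs and 288 (10.1%) of ectopic vOLCs. Kept cells held between 1257 and 12180 UMIs. No cell was left out as a doublet. Scrublet as implemented in scanpy, at an expected rate of 0.06, called 16 kept cells, which was judged not to have worked. In its place, an alternative chosen after the data were seen left out the 519 kept cells among the 6% of barcodes with the highest score in each library.

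UMIs were summed over the cells of a library and cell type and scaled to 1000000. MOL5/6 joined MOL5/6a to MOL5/6d, all oligodendrocytes ran from MFOL to MOL, leaving out 111 cells annotated COP/NFOL/MFOLa, and OPCs left out cycling cells. Ratios carry a conditional exact binomial interval, and shares a Clopper-Pearson interval, both at 95%. Where 1 library had 0 UMIs, the ratio is a bound computed from 3 counts. Genes needed at least 50 UMIs in the compared libraries together and a UMI in at least 10% of the cells of one of them. With 1 library per condition, no test between conditions, no standard error and no number of changed genes is given. A list's median was set against 10000 random lists of the same size, matched in 20 bins of expression. Genes past the filter are not independent replicates, and the percentile describes these libraries only.

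The genes named were set before the data were examined: Tubb3, Eya2 and Tppp; the 5 genes with the largest reported increase and decrease in each sheet of Supplementary Table 1; the L1CAM interactions genes of Supplementary Table 2; and the 5 highest and 5 lowest ratios in MOL5/6 and in OPCs among genes that moved the same way against both controls. Sox10, its neighbours, Emx1 and sex-linked genes served as label checks. Genes named outside this rule are said to have been chosen after their values were seen. Not all genes under this rule are reported here. Neighbour shares used counts scaled to equal totals and square root transformed, 50 principal components and 30 neighbours. The genome build of the count table is not named in the paper's text. Gene symbols, neighbours and transcript lengths came from GENCODE on GRCm38, and no positions are given.

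Alternatives changed 1 choice at a time: edgeR's TMM factors, median of ratios size factors as in DESeq2, no filter beyond 1 UMI, the mean over cells of each cell's CPM, control vOLCs as the control, cells thinned to 1000 UMIs, a limit of 10% mitochondrial counts, shares over all cells but OPCs and cycling OPCs, and other numbers of neighbours or components. All were set before the data were examined, apart from those named as added. Thinning left out 0 cells. The steps were tested on simulated data, in which 98.5% of 196 changed genes in MOL5/6 and 96.3% of 188 in OPCs were recovered. The 95% intervals covered 95.4% of unchanged genes in MOL5/6. These summed counts held counting error only, which the intervals assume, so spread between cells, mice or libraries was not tested. Neighbour shares on simulated data gave 31.5% for shuffled groups and 93.8% where genes had been tripled in 1 group. Tools were R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and matplotlib 3.10.9. Sequence similarity used BLAST 2.17.0.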

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

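The tests of neuronal RNA were chosen after these genes had been seen, and the tests of few cells and of depth were set before. Outside Supplementary Table 1, 5 of the named genes were higher in the ectopic library than in both controls. In MOL5/6, the log2 ratio of ectopic vOLCs to control dOLCs was 1.48 for Nap1l3 (1.28 against control vOLCs), 2.24 for RP23-407N2.2 (0.61) and 4.01 for Arhgap15 (2.87), with 351, 320 and 264 UMIs in ectopic cells. In OPCs it was 1.65 for Rit2 (1.12, 0.04 to 2.41) and 2.62 for Meox1 (2.28, with a lower end of 0.84), with 53 and 59 UMIs. In OPCs, RP23-407N2.2 was higher by 1.15 (0.67 to 1.62), and Nap1l3 by 0.16 (−0.60 to 0.88), than in control dOPCs. Against control vOPCs the ratios were 0.22 (−0.48 to 0.97) and −0.42 (−1.50 to 0.75), so that neither was higher than both controls there beyond counting error.

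A few cells with very many UMIs were not the source: the 1% of ectopic cells with the most UMIs of a gene held at most 24.8% of them. With cells thinned to 1000 UMIs the median over the 5 genes was 2.39. Nap1l3 was then at 1.40, RP23-407N2.2 at 2.39, Arhgap15 at 2.95, Rit2 at 1.13 and Meox1 at 2.73. Thinning keeps each gene's expected share of a cell's UMIs, so it tests only the greater weight of deep cells in the sums. That weight was not the source, although sizes changed, and other effects of depth were not tested. Neuronal RNA was read from the summed CPM of Snap25, Syt1, Meg3 and Rbfox3. In MOL5/6 it had a log2 ratio of −0.81 to control dOLCs, against the rise of the 3 genes there. To control vOLCs it was not lower, at 7.88 CPM in that library on 23 UMIs and 10.4 in ectopic vOLCs. It therefore argues against this source only in the comparison with control dOLCs. In OPCs the ratio was 0.12, but control dOPCs already held 1090 CPM of these genes, so that a small neuronal share would not show and this source stays open for Rit2 and Meox1. Differences between the mice and handling of the ectopic library stay open, since each condition is 1 library, as does an effect of ablation, which was not tested apart from them.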

How the results depend on the processing

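The alternative without the highest Scrublet scores and the one over all cells of the library were added after the data had been seen. The removal of Scrublet's own doublets, set before the data were examined, was not run, because its threshold called too few cells. No paired analysis was possible because each condition is 1 library, in which the mice are not told apart. Among the results that answer a comparison, 31 of 149 values under an alternative moved beyond their interval and 118 did not. None was counted as changing direction. Shares and counts could not, since they are never below 0. The L1CAM medians could not be counted so either, since their interval spans 0. Some of the 118 could not move. They include 12 shares of cells with at least 1000 UMIs, a limit that every kept cell passed. They also include ratios of single genes without the filter, which does not enter those ratios. The interval covers counting error, or for a list's median its genes, and for neighbour shares it treats cells as independent, which they are not. Among values of single named genes and clusters, 89 of 366 moved, and some of the rest could not move for the same reasons. The limit of 10% mitochondrial counts was run on the number of cells per library only. The L1CAM medians stayed within an interval over their few listed genes, which is wide: in OPCs the median was −0.65, and −0.34 against control vOLCs and −0.33 with cells thinned, and in MOL5/6 −0.46, and −0.28 with size factors.

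In MOL5/6, TMM raised the median of all genes by 0.17 and size factors by 0.19. With TMM the Tppp ratio was −1.27, the median of genes listed as lower −0.68, and that over all oligodendrocytes −0.58; with size factors these were −1.25, −0.66 and −0.58. Tppp was −1.53 as a mean over cells, −1.31 against control vOLCs and −1.59 with cells thinned. Tubb3 was 3.31 against control vOLCs. In OPCs, control vOLCs as the control gave a median of −0.22 for genes listed as lower and 0.93 for genes listed as higher. Without the highest Scrublet scores these were −0.81 and 0.58. Beyond the shift of all genes, the cause was not tested.

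Of the 10 genes with the lowest and highest ratios in MOL5/6, 4 stayed among them with no filter and 1 with cells thinned, where 16036 and 1486 genes were ranked in place of 5218. In OPCs 4 stayed with no filter, 3 against control vOLCs and 3 with cells thinned, over 15150, 5721 and 1953 genes in place of 6110. These lists depend on which genes are ranked and on depth.

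With OPCs and cycling OPCs left out of the total, MOL5/6a held 6.75% of control dOLCs, 29.6% of control vOLCs and 40.5% of ectopic vOLCs. MOL5/6b then held 39.5% of control dOLCs and 29.5% of control vOLCs, MOL5/6c 18.8% of control dOLCs, and MOL5/6d 11.5% of control dOLCs and 37.7% of ectopic vOLCs, since fewer cells were counted in the total. The neighbour share of MOL5/6a was 63.7% with 100 neighbours and 54.8% with cells thinned, and that of MOL5/6d 65.9% with 8 neighbours and 64.4% with cells thinned; the cause was not tested. Depth limits Eya2 in ectopic OPCs, where 0 UMIs allow only a bound, and the 121 control vOPCs limit every comparison with them.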

Differences from the paper's values

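The paper's fold changes in Supplementary Table 1 match a natural log of the mean at the median depth of 4081 UMIs plus 1, with a slope of 0.97 and r of 0.993 across 45 genes in MOL5/6, while Fig. 5c labels its axis as log2. Genes are not independent replicates. The paper's sheet for eOLs fitted all cells of the library (r of 0.994 across 42 genes, largest difference 0.0698) more closely than oligodendrocytes (r of 0.95, largest difference 0.505, for Gm26870), a comparison chosen after seeing the values, so which cells it covers is not certain. On that natural log scale, the paper's Tubb3 value in the sheet for eOLs is 0.393, and it was 0.321 over oligodendrocytes here. None of the alternatives set before the data were examined reached the paper's value, nor did all cells of the library (0.328), an alternative chosen after seeing the values. In MOL5/6 the paper's Tubb3 value is 0.374, and it was 0.292 here and between 0.283 and 0.317 under the alternatives, all of which differ. The paper normalized its counts with sctransform, which was not repeated here under any setting. The values compared for Tubb3 and Tppp therefore rest on unlike normalizations, which the counting error does not cover.

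For Tppp, the paper's value in the sheet for eOLs is −0.442 and it was −0.477 over oligodendrocytes here. Control vOLCs as the control (−0.433), TMM (−0.421) and size factors (−0.419) came within counting error of the paper's value, and thinning to 1000 UMIs (−0.483) did not. Taking all cells of the library, which was chosen after seeing the values, gave −0.445 and dropped none of the 42 genes of that sheet. The paper states that 3000 cells were loaded for each sample, and the control dOLC library holds 6192 barcodes; the limit of 10% mitochondrial counts, which leaves 4999, differs as well.

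The paper calls MOL5/6a ablation-specific, and 25.6% of control vOLCs were in it. The legend of Fig. 5f gives Tubb3 as a marker of the control-like and Eya2 of the ablated-like population, whereas its panels and the text place them the other way, and in MOL5/6 ectopic vOLCs Tubb3 was higher (3.67) and Eya2 lower (−5.10) than in control dOLCs. Fig. 5e places MOL5/6a highest, and here the neighbour share was 68.5% in MOL5/6d and 66.4% in MOL5/6a with 30 neighbours. With 8 neighbours, the number the paper gives for its MELD graph and an alternative set before the data were examined, MOL5/6a was highest (67.0%, against 65.9% in MOL5/6d), as in the figure.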

Other observations

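The tests of handling stress, doublets and ventral origin in OPCs were chosen after the results had been seen, and the simulation of equal controls was added then too. The other tests below were set before.

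Genes that the paper lists as lower in MOL5/6 were lower in the ectopic library. With cells thinned to 1000 UMIs the median was −0.92. Thinning keeps each gene's expected share of a cell's UMIs, so it tests only the greater weight of deep cells in the sums. That weight does not account for the shift, and other effects of depth were not tested. Ventral origin without ablation gave a median of −0.11, against −0.85 in ectopic vOLCs. The 20 most abundant genes held 28.7%, 30.1% and 30.3% of the UMIs of control dOLCs, control vOLCs and ectopic vOLCs, and leaving them out of the totals gave −0.82. Longer transcripts were lower across all genes, with Spearman's rho of −0.52 between ectopic vOLCs and control dOLCs and −0.09 between the 2 controls; the median ratio fell from 0.07 in the shortest of 10 length bins to −0.54 in the longest. With the median of genes of like length taken off, the list median was −0.50, so that part of the shift follows length. The genes were chosen as lower by this same contrast, and such a choice by itself leaves a remainder below 0. The remainder therefore does not show whether a cause that acts through length is incomplete. Differences between the libraries in RNA quality or handling stay open beside an effect of ablation.

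Genes listed as lower in eOPCs were lower in ectopic OPCs. RNA of mature cells is a candidate source: 65 genes at least 8 times higher in MOL5/6 than in OPCs, set in control vOLCs, were all lower in ectopic than in control dOLC OPCs, with a median of −1.18, while their median in MOL5/6 was 0.01. They made up 84.2 UMIs per OPC in control dOLCs and 47.6 in ectopic vOLCs, a ratio of 0.565, so that dilution by deeper ectopic cells does not account for it. The control vOLC library, with 45.7 UMIs per OPC, stood with the ectopic one, although its own OPCs helped to set these genes. The listed genes had a median of −1.01 against control dOPCs, −0.86 between the controls and −0.22 against control vOPCs. The part of the shift shared by the controls may reflect ventral origin or the control dOLC library itself. For the 26 listed genes outside the mature set, the median was −0.94 against control dOPCs and −0.65 between the controls. Both explanations stay open for that part and were not separated. Across genes in OPCs, Spearman's rho between transcript length and the ratio of ectopic vOLCs to control dOLCs was −0.35. Length was not taken off the median of the listed genes here, so that a part that follows length stays open too.

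The rise of Tubb3 in ectopic vOLCs against control dOLCs was not limited to MOL5/6a and MOL5/6d: the counting interval lay above 0 in MFOLb, MOL1, MOL2a, MOL2b, MOL5/6b, MOL5/6c and OPCs as well. In COP/NFOL/MFOLa, with 4 UMIs in control dOLCs and 1 in ectopic vOLCs, the ratio was −0.26 (−5.88 to 3.08), so that a rise was not detectable there. In cycling OPCs it had 0 UMIs in control dOLCs and 6 in ectopic vOLCs. Neuronal RNA is not the source in MOL5/6 against control dOLCs, since the summed CPM of Snap25, Syt1, Meg3 and Rbfox3 there had a log2 ratio of −0.81. Against control vOLCs this sum was higher, at 10.4 against 7.88 CPM, a smaller rise than that of Tubb3 (3.31). Polr2f lies beside Sox10 and was higher by 1.18 in MOL5/6 and 1.41 in OPCs, against 0.71 and 0.94 with control vOLCs. Of 10 other expressed neighbours of Sox10 within 250 kb, 0 rose by 0.5 or more in both cell types against both controls, and Micall1, named after its values were seen, fell by 1.19. A transgene fragment that carries several neighbours is therefore not supported, and one that carries Polr2f alone stays open.

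Gm10260 was lower in the ectopic library. Rps18, chosen after its values were seen, has a transcript identical to that of Gm10260 at 99.1% over 545 of 561 bases and was higher by 0.22 in MOL5/6. The summed UMIs of both had a log2 ratio of 0.019 there, consistent with reads shared between them. Against control vOLCs the sum was higher by 0.18, and in OPCs against control dOLCs by 0.40, so that sharing does not account for all of it there.

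The ectopic cells of MOL5/6a and MOL5/6d may in part reflect a shift of all cell types of the ectopic library. The gap in ectopic neighbours between ectopic cells and control dOLCs was 46.7 percentage points in OPCs, 67.2 in MOL1 and 66.6 in MOL2, beside 76.0 in MOL5/6. With cells thinned, the gaps were 30.4, 44.0, 40.8 and 48.9. Cells with the highest doublet scores do not account for the ectopic cells of these clusters. With them left out, MOL5/6a held 34.5% and MOL5/6d 32.4% of ectopic vOLCs. Pooled over the libraries, the highest scores made up 4.98% of these clusters, against 5.86% of all other clusters. There they were 0.563 times as frequent as in MOL5/6b, which had the highest share of the 11 clusters. OPCs, with 3.37%, and MOL2b, with 2.59%, lay lower. Within the ectopic library the pooled comparison does not hold. Leaving out the highest scores took MOL5/6a from 900 to 839 cells and MOL5/6d from 837 to 787, of 2562 and 2430 cells. Doublets with lower scores stay open. Whether ablation, the mice or the library causes the shift stays open.

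Of the 50 genes with the largest shift in MOL5/6, 41 had 50 UMIs in OPCs and 37 of these moved the same way there, against 67.0% of 5088 genes. The 4 pairs of these genes within 2 Mb lay at percentile 66.6 of random lists, so a segment of another strain that holds many of them is not supported. Strain differences scattered over the genome would not give such pairs. They stay open, since the paper describes a mixed background. Handling stress stays open: the median of immediate early and heat shock genes lay at percentile 13.9 in MOL5/6 and 95.2 in OPCs, in both within 95% of random lists, from 8 and 11 of 19 genes.

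Gm26870 and Snhg11 were higher in ectopic OPCs (8.33 and 4.18), and no explanation was tested. The count table lists 0 reporter or transgene sequences. Y-linked genes had 0 UMIs in control dOLCs, 0 in control vOLCs and 1 in ectopic vOLCs, and Xist had a UMI in 90.6%, 90.7% and 92.4% of cells, while the labels state that both sexes were used. Among barcodes removed for 3000 genes or more, 19.6% of control dOLCs, 13.6% of control vOLCs and 22.2% of ectopic vOLCs lay nearest to OPCs, and adding them gave OPC shares of 15.2%, 13.4% and 14.1%.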
